# Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets

**DOI:** 10.3389/fped.2020.00032

**Published:** 2020-02-12

**Authors:** Megan P. Caputo, Jennifer N. Williams, Jenny Drnevich, Emily C. Radlowski, Ryan J. Larsen, Bradley P. Sutton, Brian J. Leyshon, Jamal Hussain, Manabu T. Nakamura, Matthew J. Kuchan, Tapas Das, Rodney W. Johnson

**Keywords:** intrauterine, growth, brain, piglets, myelin, lipids

## Abstract

**Background:** Intrauterine growth restriction is a common cause of small for gestational age (SGA) infants worldwide. SGA infants are deficient in digestive enzymes required for fat digestion and absorption compared to appropriate for gestational age (AGA) infants, putting them at risk for impaired neurocognitive development.

**Objective:** The objective was to determine if a hydrolyzed fat (HF) infant formula containing soy free fatty acids, 2-monoacylglycerolpalmitate, cholesterol, and soy lecithin could increase brain tissue incorporation of essential fatty acids or white matter to enhance brain development in SGA and AGA neonatal piglet models.

**Methods:** Sex-matched, littermate pairs of SGA (0.5–0.9 kg) and AGA (1.2–1.8 kg) 2 days old piglets (*N* = 60) were randomly assigned to control (CON) or HF formula diets in a 2 × 2 factorial design. On day 14, 24 piglets were used for hippocampal RNA-sequencing; the rest began a spatial learning task. On days 26–29, brain structure was assessed by magnetic resonance imaging (MRI). Cerebellum and hippocampus were analyzed for fatty acid content.

**Results:** SGA piglets grew more slowly than AGA piglets, with no effect of diet on daily weight gain or weight at MRI. HF diet did not affect brain weight. HF diet increased relative volumes of 7 brain regions and white matter (WM) volume in both SGA and AGA piglets. However, HF did not ameliorate SGA total WM integrity deficits. RNA sequencing revealed SGA piglets had increased gene expression of synapse and cell signaling pathways and decreased expression of ribosome pathways in the hippocampus compared to AGA. HF decreased expression of immune response related genes in the hippocampus of AGA and SGA piglets, but did not correct gene expression patterns in SGA piglets. Piglets learned the T-maze task at the same rate, but SGA HF, SGA CON, and AGA HF piglets had more accurate performance than AGA CON piglets on reversal day 2. HF increased arachidonic acid (ARA) percentage in the cerebellum and total ARA in the hippocampus.

**Conclusions:** HF enhanced brain development in the neonatal piglet measured by brain volume and WM volume in specific brain regions; however, more studies are needed to assess long-term outcomes.

## Introduction

Neonatal mortality accounts for 45% of deaths in children under 5 years old worldwide (1), and ~22% of neonatal deaths in low and middle income countries are small for gestational age (SGA) infants (2). The cause of SGA birth is often intrauterine growth restriction (IUGR), which leads to complications such as neonatal infections, hypoglycemia, difficulty feeding, and hypothermia (2). In addition to these immediate problems, SGA infants have an increased risk of delayed neurodevelopment (3). Many studies have examined the cognitive development and behavior of infants born SGA. Pryor et al. (4) found that adolescents born SGA were more likely to have poor concentration, antisocial behavior, and lower mean IQ scores than their appropriate for gestational age (AGA) counterparts. Another study reported that adults who were born SGA had mild but significant deficits in academic, professional, and economic achievement (5). A comprehensive prospective study by Geva et al. (6) concluded that most children with IUGR had difficulty with learning and memory, which was more pronounced when catch up growth did not occur. A neonatal piglet model of SGA due to IUGR developed by Radlowski et al. (7) demonstrated deficits in learning and memory along with white matter (WM) deficits that persisted even with catch up growth.

Brain expansion and white matter deposition involve accretion of large quantities of fat, a process that occurs at a time when infants naturally have lower capability for fat digestion and absorption. An infant formula that contains hydrolyzed fat may increase dietary fat absorption and enhance white matter deposition in both the SGA and AGA infant brain. Breast milk and formulas both contain triacylglycerols, which consist of three fatty acids bound to glycerol, as a major source of energy (8). Traditional formulas provide fat in triacylglycerol form from vegetable oils. Breast milk contains bile salt-stimulated lipase, which contributes to the hydrolysis of triacylglycerols into fatty acids and monoacylglycerols in the stomach and small intestine to facilitate absorption (9, 10). Thus, hydrolyzed fat formula circumvents the technical challenges of lipase addition to formula by providing free fatty acids and monoacylglycerols, the constituents of triacylglycerols. These components may improve lipid absorption in SGA and AGA infants (11). Adequate lipid absorption and tissue accretion during early post-natal life is critical, as the long chain polyunsaturated fatty acids (LC-PUFA) arachidonic acid (ARA) and docosahexaenoic acid (DHA) play key roles in proper neurocognitive development [reviewed in (12)]. While exclusive breast feeding is recommended by the World Health Organization (WHO) for infants up to 6 months of age, only 38% of infants worldwide have caregivers that follow these guidelines (13). Reasons for low breastfeeding rates include difficulty lactating and concerns about the infant's weight and nutritional status (14). The current study applied a hydrolyzed fat system designed to enhance fatty acid absorption and deposition in the brain of neonatal piglets born AGA and SGA. Our objective was to ameliorate previously demonstrated brain structural and behavioral deficits in SGA piglets.

## Materials and Methods

### Animals

Piglets were PIC Camborough (dam) × PIC 359 (sire), full term, naturally delivered, sex-matched littermate pairs (*n* = 30 SGA, *n* = 30 AGA) obtained from the University of Illinois Swine Farm at 2 days old to allow colostrum consumption. Piglets underwent minimal routine processing on the farm by remaining intact, but received an iron dextran (cat. No. 014159, Henry Schein Animal Health, Dublin, OH, USA) and antibiotic injection (Gentamicin Piglet Injection, Agri Laboratories, Ltd., St. Joseph, MO, USA) per routine farm practice and as directed on the labels. SGA was defined as piglets weighing 0.5–0.9 kg at birth, and AGA was defined as piglets weighing 1.2–1.8 kg at birth. These weight ranges were established previously by compiling birth records from the Imported Swine Research Laboratory over 3 years (15). Piglets were placed individually into a caging system under standard conditions as described in a previous publication (16), and randomly assigned to HF or CON diet treatment groups in a 2 × 2 factorial arrangement of size (SGA or AGA) and diet (CON or HF). These piglets were used for all analyses described below with the exception of RNA-sequencing, for which a separate but equally treated replicate of piglets was used. Figure 1 summarizes the experimental timeline. All animal care and experimental procedures were in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and approved by the University of Illinois at Urbana-Champaign Institutional Animal Care and Use Committee.

**Figure 1:**
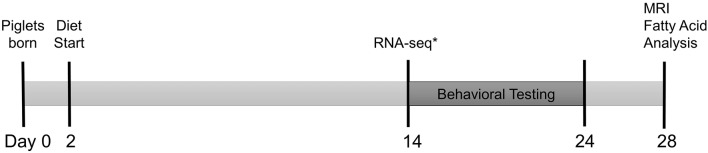
Experimental timeline. Full term, naturally delivered, sex-matched littermate pairs of piglets (*n* = 30 SGA, *n* = 30 AGA) were obtained from the University of Illinois Swine Farm at 2 days old and placed onto either CON or HF diet. Piglets began T-maze behavioral testing at 14–17 days old, tested for 9 days, and underwent magnetic resonance imaging (MRI) and tissue collection for hippocampal and cerebellar fatty acid analysis at 26–29 days old. *A separate cohort of identically raised piglets (*n* = 6/group) were sacrificed at 14 days old for hippocampal RNA-sequencing. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat.

### Diet

Diets were formulated to meet the nutritional needs of neonatal piglets and were supplied in a premixed, ready to feed format (Table 1) by Abbott Nutrition (Columbus, OH, USA). CON formula contained 100% triglyceride rich oil (39% high oleic safflower oil (HOSO), 29% soy oil, and 28% coconut oil). HF formula contained 50% triglyceride (35% HOSO, 15% coconut oil), 18% soy FFAs, 20% monoacylglycerol palmitate, and 10% soy lecithin. To acclimate the piglets to the fat content, three study formulas were used to create the experimental diets and the piglets were fed a 70%/30% blend of full fat (CON or HF)/very low fat diet for the first 2 days, followed by an 80%/20% blend on days 3–4, and a 90%/10% blend on day 5 before being fed 100% full fat on day 6 until the end of the study. Piglets were weighed each morning and provided the liquid diet (300 mL formula/kg body weight/d) in 5 equal bolus feedings given at 09:00, 13:00, 16:00, 19:00, and 22:00. Meals were provided in bowls mounted in each piglet's cage to acclimatize the piglets to eating from a bowl, which is essential for performing the T-maze task. Diets were stored at 4°C and any excess was disposed of each night. Supplemental water was not provided aside from that in the diet.

**Table 1:** Nutrient composition of study formulas (Per L as Fed).

	**CON**	**HF**	**Very low fat**
**Energy content, cal/g**	1.09	1.09	0.76
**Protein content, %**	5.5	5.5	5.5
**Fat content, %**	7.02	7.02	0.34
**Protein, g**	56.5	57.1	58.1
**Fat, g**	71	71	3.7
High Oleic Safflower Oil, g	27.66	24.75	0
Soy oil, g	20.7	0	0
Coconut oil, g	19.8	10.5	0
Mono-acyl glycerol palmitate, g	0	14.25	0
Soybean oil free fatty acids, g	0	12.4	0
Lecithin, g	0	7.3	0
Distilled monoglycerides, g	1.5	0	0
DHA, mg	146	135	161
ARA, mg	312	322	355
Cholesterol, mg	0	360	0
Carotenoids, mg	59	59	61
Remaining fat from proteins, carrier oils from vitamins, carotenoids, DHA, and ARA, g	0.82	1.28	3.12
**Carbohydrate, g**	62	63	138
**Vitamins**			
Vitamin A Palm, IU	6,146	6,677	5,584
Vitamin E, mg	18	18	19
Vitamin C, mg	375	375	375
B1, mg	2.45	2.25	2.45
B2, mg	6.1	6.02	6.7
B6, mcg	783	802	832
B12, mcg	10.2	10.1	11.4
Pantothenic acid, mg	12	12.38	12.7
Folic acid, mcg	334	297.4	328.2
Niacin, mg	16.4	16.22	17
Biotin, mcg	118	115.4	125.9
Total Choline, mg	317	474	341
**Minerals**			
Sodium, mg	762	755	802
Potassium, mg	2,228	2,319	2,539
Chloride, mg	1,175	1,175	1,184
Calcium, mg	2,402	2,371	2,432
Phosphorus, mg	1,269	1,362	1,280
Magnesium, mg	154	158.1	158.2
Iron, mg	20	20.2	21.2
Zinc, mg	13.1	12.69	13.77
Copper, mg	1.13	1.09	1.18

### Magnetic Resonance Imaging (MRI)

Piglets (AGA CON *n* = 8, AGA HF *n* = 8, SGA CON *n* = 9, SGA CON *n* = 9) were scanned at 26–29 days old to estimate brain region volumes, WM and gray matter (GM) composition, WM integrity, and metabolite concentrations. All scanning was conducted at the Biomedical Imaging Center at the Beckman Institute (University of Illinois, Urbana, IL, USA) using a Siemens MAGNETOM Trio 3T imager with a Siemens 32-channel head coil (Siemens, Erlangen, Germany). Upon reaching the MRI facility, pigs were anesthetized using a telazol:ketamine:xylazine (TKX) solution (100/50/50 mg/kg; Fort Dodge Animal Health, Overland Park, KS, USA). TKX was administered intramuscularly at 0.022 mL/kg body weight, and anesthesia maintained using isoflurane (98% oxygen/2% isoflurane) administered via nose mask. An MRI compatible pulse oximeter was used to monitor piglet vital signs every 5 min. Once fully anesthetized, piglets were placed in dorsal recumbency and wrapped with warmed blankets. Once neuroimaging procedures were complete, pigs were transported back to the animal facility for euthanasia. Pigs were sedated using TKX (0.022 mL/kg body weight, i.m.) followed by intracardiac injection of sodium pentobarbital (72 mg/kg body weight Fatal Plus, Vortech Pharmaceuticals, Dearborn, MI, USA). Brains were extracted after euthanasia by removing the head, creating a skin incision to expose the sagittal suture of the skull and retracting the skin bilaterally to expose the frontal and parietal bones. A bone saw was used to create a window rostrally at the level of the medial canthus of the eyes, caudally at the level of the ear pinnae, and laterally above each orbit. The brain was then removed by severing the cranial nerves at their foramen with a stainless steel weighing spatula and gently sliding the brain into a pre-weighed weigh boat. The right hippocampus and cerebellum were then dissected out and flash frozen on dry ice and stored at −80°C until fatty acid extraction and analysis could be performed.

For structural analyses of brain growth (i.e., volume of discrete brain regions), anatomic images were acquired using a 3D T1-weighted magnetization-prepared rapid gradient-echo sequence with the following parameters: repetition time = 1,900 ms; echo time = 2.48 ms; inversion time = 900 ms, flip angle = 9°, matrix = 256 × 256, slice thickness = 0.7 mm. The final voxel size was 0.7 mm isotropic across the entire head from the tip of the snout to the cervical/thoracic spinal cord junction as described previously (17).

Diffusion tensor imaging (DTI) was performed with the following parameters: repetition time = 5,000 ms, echo time = 91 ms, matrix = 100 × 100, field of view = 200 mm × 200 mm, 40 slices of 2 mm thickness, 31 diffusion directions with *b* = 1,000 s/mm^2^, 3 averages.

Single-voxel spectroscopy (SVS) was performed using a Point RESolved Spectroscopy (PRESS) sequence with the following parameters: repetition time = 3,000 ms, echo time = 30 ms, flip angle = 90°, bandwidth = 2,000 Hz, 1,024 points, water suppression (50 Hz), frequency shift = −2.0 ppm, voxel size = 12 mm × 12 mm × 25 mm, 128 averages, and six regional saturation bands adjacent to each face of the voxel. Data for water-scaling was obtained in a second scan with the same imaging parameters, but no water-suppression, 8 averages, and frequency shift = 0 ppm. The voxel was placed over the hippocampi, as shown in Supplementary Figure S1. A representative spectra is shown in Supplementary Figure S2.

Software and methods used for image processing for voxel-based morphometry (VBM) and brain region volume estimation analysis were utilized as previously described (7), with the exception of the use of Statistical Parametric Methods (SPM8; Wellcome Department of Imaging Neuroscience, Institute of Neurology, London, UK) for VBM analysis (described below). One SGA CON file was removed from analysis due to abnormal appearance of the cerebellum. DTI was analyzed using the diffusion toolbox in the FMRIB Software Library (FSL) software package as previously described (18) to obtain values of fractional anisotropy, axial diffusivity, radial diffusivity, and mean diffusivity of cortical white matter, caudate, corpus callosum, cerebellum, internal capsule, thalamus, and both hippocampi.

### Fatty Acid Analysis

Lipid extraction and analysis of fatty acid species were performed as described previously (19). Briefly, ~100 mg of piglet cerebellum and hippocampus were weighed. Then, lipids were extracted from the samples, and fatty acids were trans-methylated in a single step. Fifty μg of 1,2-diheptadecanoyl-sn-glycero-3-phosphocholine (Avanti Polar Lipids, Alabaster, AL) were added to each sample as an internal standard. Fatty acid methyl esters were separated and quantitated using a GC-2010 Plus gas chromatograph (Shimadzu, Columbia, MD) equipped with a DB-FFAP capillary column (Agilent Technologies, Santa Clara, CA). Fatty acid data are presented as percent weight of total fatty acids and mg/g tissue.

### Hippocampal RNA Extraction and Sequencing

An independent cohort of neonatal piglets (*n* = 6/group) was used to analyze the effects of SGA and HF on the hippocampal transcriptome. Piglets were raised and treated identically to those used for cognitive testing and MRI, but at 14 days old, piglets were euthanized and hippocampi were dissected and stabilized with RNAlater (Qiagen, Germantown, MD, USA), snap frozen, and stored at −80°C until RNA could be extracted. Tissue (~50 mg) was homogenized in 1 mL TRIzol Reagent (ThermoFisher Scientific, Waltham, MA, USA) following manufacturer's protocol steps 1–8. After step 8, 0.4 mL of 200 proof ethanol was added and the samples briefly vortexed. The samples were loaded into RNeasy Mini Kit columns (cat. No. 74104, Qiagen, Germantown, MD, USA) and the manufacturer's protocol followed from Part 1 step 3. Genomic DNA was removed with the RNase-free DNase Set (cat. No. 79254, Qiagen, Germantown, MD, USA) following manufacturer's protocol. Samples were analyzed in the DNA Services laboratory of the Roy J. Carver Biotechnology Center (University of Illinois, Urbana, IL, USA) using AATI Fragment Analyzer (Advanced Analytics, Ames, IA, USA) to determine RNA integrity and the presence/absence of genomic DNA. Genomic DNA was not detected, and the average RNA quality number (RQN) of the samples was 5.3 due to the presence of pre-spliced RNA. RNAseq libraries were then constructed and sequenced using the TruSeq LT Stranded RNA Sample Preparation Kit (Illumina, Inc., San Diego, CA, USA). PolyA+RNA was selected from 1,000 ng total RNA provided, then first strand synthesis was synthesized with a random hexamer and SuperScript II (Life Technologies, Grand Island, NY, USA). Double stranded DNA was blunt-ended, 3'-end A-tailed and ligated to indexed adaptors. The adaptor-ligated double-stranded cDNA was amplified by PCR for 10 cycles with the Kapa HiFi polymerase (Kapa Biosystems, Woburn, MA). Final libraries were quantitated by using Qubit High-Sensitivity DNA (Life Technologies, Grand Island, NY, USA) and average size determined on the AATI Fragment Analyzer. Libraries were pooled evenly and cleaned one additional time using a 50:50 ratio with AxyPrep Mag PCR Cleanup beads (Axygen, Inc. Union City, CA) to ensure removal of primer and adaptor dimers, then evaluated on AATI Fragment Analyzer. The final pools were diluted to 5 nM concentration and further quantitated by qPCR on a BioRad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc. CA, USA). The final pool containing 24 libraries was denatured according to Illumina protocols and loaded onto 1 lane of an 8-lane flowcell at a concentration of 300 pM for cluster formation on the cBOT and then sequenced from one end of the fragments on the HiSeq4000 with version 1 SBS sequencing reagents for a total read length of 100 nt with perfect quality scores (Solexa scale = 40). Fastq files were generated, compressed, and demultiplexed from.bcl files with the bcl2fastq v2.17.1.14 Conversion Software (Illumina, Inc., San Diego, CA, USA).

### Alignment and Statistical Analysis

Alignment and statistical analysis was done by the High-Performance Biological Computing group (HPCBio, University of Illinois, Urbana, IL, USA). Residual adapter content and low quality bases were removed using Trimmomatic (version 0.33) with the following parameters: ILLUMINACLIP:TruSeq3-SE.fa:2:15:10 LEADING:28 TRAILING:28 SLIDINGWINDOW:4:15 MINLEN:30. The trimmed reads were aligned to NCBI's *Sus scrofa* 10.2 reference genome and annotation release 105 using STAR (version 2.5.2a). Approximately 82–86% of reads aligned. All gene counts were generated using featureCounts from the subread (version 1.5.0) package using –s 2 –t exon and –g gene_id parameters, where gene_id were Entrez Gene IDs that were manually pulled from the Dbxref attribute in the gene annotation release 105 gff file. 

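For each of the 24 libraries, the authors deposited whole-number read counts for 38882 genes listed by Entrez gene identifier, and 1 further entry without an identifier. This entry gathers ribosomal and transfer RNA features of the mitochondrial genome. It held between 55190 and 101853 reads per library, which is 0.613 to 1.62% of the library total. Without this entry, the lowest total over the listed genes was 6017336 reads in SGA CON replicate 2, and the highest was 9284355 reads in SGA HF replicate 6. The median of the 24 libraries was 7346072 reads.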

Between 6.0 and 9.2 million reads per sample were assigned to genes.

All analyses hereafter were done in R (75; v 3.3.3). The numbers of reads per gene were normalized using TMM normalization (20) in the edgeR package (21). 

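The filter was applied to the deposited counts at 1 CPM in at least 3 libraries, with library sizes scaled by TMM factors. It kept 16326 of the 38882 listed genes and removed 22556. With library sizes taken as the plain totals, 16339 genes were kept. With at least 6 libraries required in place of 3, 15560 genes were kept.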

20,940 genes without 1 count per million in at least 3 samples were removed from further analysis, leaving 17,942 genes to be analyzed for differential expression. The limma package's (22) “voom” method (23) was used to assess a statistical model that included terms for size, diet, size*diet, the batch effect of sex and five surrogate variables (sv) estimated by surrogate variables analysis (24, 25). These sv correct for nuisance covariance structures found in the data set such as those due to cohort, pair variation within a cohort and individual sample effects not strong enough to be called true outliers. Seven different contrasts were pulled from the model: the main effects of size and diet, the interaction term and the four logical pairwise comparisons. Multiple hypothesis testing adjustment using the False Discovery Rate (FDR) method (26) was done globally across all seven contrasts together, so that the same raw *p*-value ended up with the same FDR *p*-value in all contrasts. Function annotation information for each gene was pulled from two sources. Bioconductor's (27) org.Ss.eg.db package was used to get Gene Ontology's Biological Process, Cellular Component and Molecular Function terms for *Sus scrofa* genes. Updated KEGG pathways, matched based on Entrez Gene IDs, were pulled directly from KEGG using the KEGGREST package.

### Pathway Analysis

For visualization of differentially expressed genes (DEGs), a heat map was created for genes that had a FDR *p* <0.4 in at least one of the seven contrasts. We used a larger FDR threshold than normal to gain a broader view of the gene expression patterns. Each column represents an individual pig, and each row represents the relative expression level (row z-score) of one gene across all pigs. The columns were clustered based on similarity of expression patterns of each individual pig. Functional enrichment analysis was performed using DAVID v6.8 (28). Entrez IDs of up and down-regulated DEG were uploaded and analyzed separately using the entire set of transcribed genes specific to our samples as the background. Default settings of annotation categories and sources for DAVID were accepted. The defaulted stringency settings were used for Gene Ontology (GO) enrichment analysis. Enriched GO terms (cellular component, molecular function, and biological process) and KEGG pathways were reported.

### T-Maze Task

To test the effects of SGA status and diet on learning and memory, a T-maze task designed for piglets was administered as previously described (7, 16, 29, 30). Testing began when piglets (AGA CON *n* = 5, AGA HF *n* = 5, SGA CON *n* = 6, SGA HF *n* = 6) were a minimum of 14 days old. Piglets are a precocious species and learn the maze at a young age, however the growth rate and size of the piglets limited testing to <4 weeks of age. Piglets were acclimated to handling, the chocolate milk reward, and the bowl covers 3 days prior to the start of testing to prevent neophobia. Chocolate powder (Nesquik No Added Sugar, Nestle S.A., Vevey, Vaud, Switzerland) was mixed with the diets (HF or CON) at 20 g/ 300 mL of formula. Trials were recorded using a Sony Handycam (model # DCR-SR300, Sony Corporation, Minato, Tokyo, Japan) and EthoVision XT version 3.1 tracking software (Noldus Information Technology, Inc., Leesburg, VA, USA).

### Statistical Analysis

Data analysis for weight gain and T-maze task were conducted using the MIXED procedure of the SAS 9.4 software (SAS Institute, Cary, NC, USA) as a 3-way (size*diet*day) repeated measures ANOVA for weight gain and 3-way (size*diet*day) ANOVA for the T-maze task. Tukey's *post hoc* test was used to determine which groups were different when interactions were significant. The slice option was used to determine which groups were different when a 3-way interaction was significant.

Statistics for brain fatty acid analysis were performed using a 2-way ANOVA (size*diet) in SPSS16 (SPSS Inc., Chicago, IL, USA).

Analysis of final body weights, final brain weights, and brain to body weight ratio were performed using the MIXED procedure of SAS 9.4 as a 2-way (size*diet) ANOVA with Tukey's *post hoc* test. Outliers were removed if assumptions of normality were not met by removing data points with internally studentized residuals outside the ± 2 range.

Statistical analysis of brain volumes and DTI values were performed using the MIXED procedure of SAS 9.4 as a 2-way (size*diet) ANOVA with Tukey's *post hoc* test. Outliers were removed if assumptions of normality were not met by removing data points with internally studentized residuals outside the ± 2 range.

Analysis of single voxel spectroscopy, normalized by the non-suppressed water signal, was conducted using LCModel (version 7.3-0L) (31). Data were excluded from the analysis if the Cramer-Rao lower bound exceeded 20%. Results were then analyzed using a 2-way (size*diet) ANOVA with Tukey's *post hoc* test in GraphPad Prism v.7. Outliers were removed using the ROUT algorithm in Prism set to Q = 5% if assumptions of normality were not met.

VBM was analyzed using the statistical parametric methods SPM8 program. The analysis was conducted following the procedures outlined in the SPM8 Manual by Ashburner et al. (32) and in the VMB8 Manual by Kurth et al. (33). A full factorial design was selected, with the first factor set to birth weight, with two levels set to AGA and SGA and the second factor set to diet, with two levels set to CON and HF. ANCOVA was selected for each factor (“ANCOVA by effect”), and global normalization was set to ANCOVA to control for nuisance effects. No covariates and no grand mean scaling were selected. Pseudo-F and Pseudo-T statistic maps were generated showing areas where there was a difference in GM or WM using an uncorrected *p* ≤ 0.001. A threshold of at least 20 edge-connected voxels (clusters) was used.

All graphs were created using GraphPad Prism v.7 with the exception of the RNA-sequencing heat map (described above). Data are presented as mean ± SEM. Significance was set at *p* < 0.05.

## Results

### HF Diet Does Not Affect Growth or Brain Weight of Neonatal Piglets

The HF diet was well-tolerated by all piglets. There was a day*size interaction since SGA gained weight in a similar pattern but a slower rate than AGA (*p* < 0.001; Figure 2A). Tukey's *post hoc* test revealed body weight increases in AGA piglets beginning at day 4 compared to day 1 (*p* = 0.046), while SGA piglets did not show appreciable weight gains until day 7 compared to day 1 (*p* = 0.039). SGA and AGA piglet body weight did not differ from each other until day 4 (*p* = 0.041), at which point AGA piglets outweighed SGA piglets every day for the remainder of the study. Diet did not affect piglet weight gain (*p* = 0.351).

**Figure 2:**
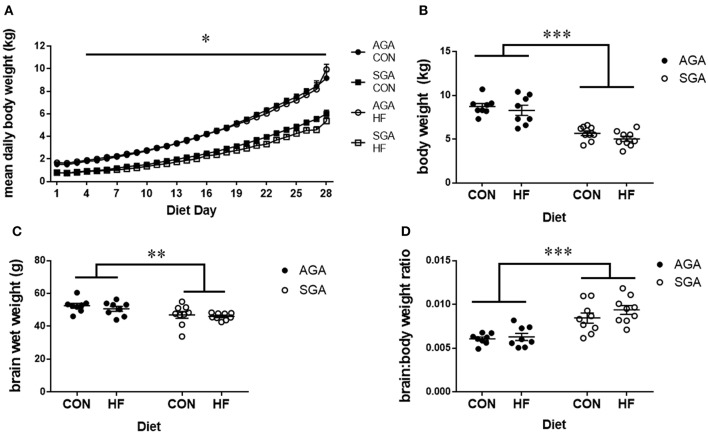
Brain and body weights of piglets fed a control or HF formula. Body weight was measured each morning **(A)**. SGA piglets gained weight in a similar pattern but a slower rate than AGA. AGA piglets began gaining weight at day 4, while SGA piglets did not show appreciable weight gains until day 7. AGA piglets outweighed SGA piglets every day for the remainder of the study starting at day 4. Diet did not affect piglet weight gain. SGA piglets weighed less than AGA on the day of MRI regardless of diet **(B)**. Brain weights taken after the MRI showed that SGA piglets had smaller brains **(C)**. The brain to body weight ratio was greater in SGA piglets. There were no effects of diet on brain weights or brain to body weight ratio **(D)**. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat. Data are presented as mean ± SEM, AGA *n* = 8 per group, SGA *n* = 9 per group. ***p < 0.001, **p < 0.01, *p < 0.05.

Final body weights were taken on the morning of MRI scanning. There were main effects of SGA (*p* < 0.001; Figure 2B), with no effect of diet (*p* = 0.17) on final body weight. Brain weights taken after MRI (Figure 2C) showed a main effect of SGA (*p* = 0.002) but not diet (*p* = 0.36). The brain to body weight ratio (Figure 2D) was greater in SGA piglets (*p* < 0.001). There was no effect of diet (*p* = 0.22) on the brain to body weight ratio.

### HF Diet and SGA Status Affect Structural Volumes, WM, and GM Composition as Measured by MRI

#### Volumetric Analysis

Consistent with previous findings (7), total brain volume was decreased in SGA piglets (*p* = 0.041), with no difference between diets. The volumes of all regions of interest (ROI) were decreased in SGA except for the cerebral aqueduct, fourth ventricle, and third ventricle (Supplementary Table S1). Fewer ROI were decreased by SGA when expressed relative to the total brain volume of each piglet (Table 2). HF diet increased the relative volumes of several key ROIs and WM (*p* = 0.003).

**Table 2:** Effects of birth weight and HF on relative brain region volumes (% of whole brain) of 4 week-old piglets^a^.

	**Treatment**				**Pooled SEM**	***P*****-value**^**b**^		
**Region of interest**	**AGA**	**AGA**	**SGA**	**SGA**		**Size**	**Diet**	Size*Diet
	**CON**	**HF**	**CON**	**HF**				
Caudate	0.71	0.68	0.73	0.71	0.04	0.197	0.223	0.706
Cerebellum	8.78	9.02	8.87	8.82	0.27	0.683	0.487	0.286
**Cerebral aqueduct**	0.06	0.07	0.07	0.07	0.01	**0.011**	0.953	0.660
Corpus callosum	0.54	0.55	0.57	0.57	0.02	0.051	0.542	0.729
Fourth ventricle	0.07	0.07	0.07	0.08	0.01	0.066	0.543	0.521
Gray matter	54.69	53.64	55.27	56.06	2.11	0.165	0.905	0.391
Hypothalamus	0.35	0.36	0.37	0.37	0.01	0.050	0.462	0.636
**Internal capsule**	2.09	2.26	2.18	2.30	0.08	0.095	**<0.001**	0.477
Lateral ventricle	0.73	0.64	0.67	0.67	0.06	0.609	0.136	0.147
**Left cortex**	23.58	24.22	24.08	24.88	0.56	**0.046**	**0.015**	0.779
Left hippocampus	0.68	0.68	0.69	0.68	0.02	0.746	0.883	0.435
**Medulla**	2.66	2.75	2.60	2.74	0.09	0.430	**0.014**	0.610
**Midbrain**	2.63	2.77	2.72	2.86	0.07	**0.017**	**<0.001**	0.944
Olfactory bulb	3.42	3.76	3.42	3.46	0.22	0.192	0.092	0.196
**Pons**	1.54	1.60	1.61	1.71	0.06	**0.004**	**0.010**	0.515
**Putamen**	0.56	0.59	0.59	0.62	0.02	**0.001**	**0.004**	0.711
**Right cortex**	24.54	25.10	24.70	25.59	0.65	0.318	**0.033**	0.619
Right hippocampus	0.71	0.71	0.71	0.70	0.02	0.522	0.669	0.537
**Thalamus**	2.28	2.32	2.35	2.43	0.06	**0.010**	0.061	0.496
**Third ventricle**	0.06	0.07	0.07	0.07	0.01	**0.019**	0.315	0.767
**White matter**	24.25	26.78	24.37	25.73	1.19	0.443	**0.003**	0.335

a *Values are means of pigs with MRI data collected at 26–29 days of age. Relative volumes of regions of interest were obtained by determining their percent of whole brain volume for individual pigs prior to statistical analysis. AGA CON: n = 8; AGA HF: n = 8, n = 7 (lateral and fourth ventricle); SGA CON: n = 8, n = 7 (fourth ventricle), n = 6 (lateral ventricle); SGA HF: n = 9, n = 8 (gray matter, lateral ventricle, white matter). Bold values are significance*.

b Size, main effect of birth weight (i.e., AGA vs. SGA); Diet, main effect of dietary intervention (i.e., HF vs. CON); Size*Diet, interaction effect of birth weight, and dietary intervention.

*AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat*.

#### Voxel-Based Morphometry

There were no differences in WM volume between SGA and AGA piglets, however, there was a main effect of diet (*p* ≤ 0.001). *T*-tests of dietary effects across birth weights revealed greater WM volumes in the cerebellum of CON fed piglets, while HF fed piglets had more WM adjacent to the lateral ventricle, in the right and left cortices, internal capsule, midbrain, and hypothalamus (Figure 3, Table 3).

**Figure 3:**
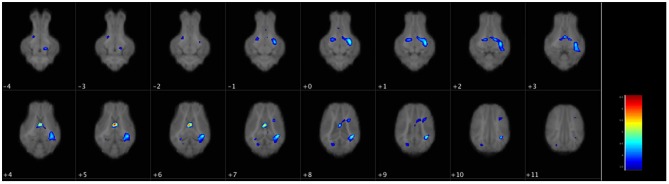
Voxel-based morphometry map of increased white matter clusters in HF piglets compared to CON. Voxel-based morphometry revealed HF fed piglets have more white matter in several key regions compared to CON fed piglets regardless of birth weight. These areas were the next to the lateral ventricle (periventricular white matter), the internal capsule, the left and right cortices, the midbrain, and the hypothalamus. Each image is a 1 mm axial slice composite of all piglet brains. The color bar represents the pseudo-T statistic indicating level of significance, with red indicating highest statistical difference between voxels. Values are 6–8 replicate pigs with MRI data collected at 26–29 days of age as described in Table 3. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat.

**Table 3:** Effects of birth weight and HF on gray matter and white matter differences as determined by voxel-based morphometric analysis.

		**Cluster** **voxels^**a**^**	**Peak-level**	**Local maxima coordinates**		
	**Region of interest**		***P*-value^**b**^**	**x**	**y**	**z**
**White matter**						
CON > HF	Cerebellum	128	< 0.001	−14	−11.2	−4.9
HF > CON	Lateral ventricle	2851	< 0.001	−0.7	11.2	4.9
	Right cortex		< 0.001	13.3	−3.5	9.1
	Internal capsule		< 0.001	11.9	3.5	−0
	Lateral ventricle	33	< 0.001	−10.5	−5.6	6.3
	Midbrain	134	< 0.001	6.3	−2.8	−4.2
	Hypothalamus	51	< 0.001	4.2	8.4	−7.7
	Left cortex	129	< 0.001	−7.7	−11.2	7.7
**Gray matter**						
**CON**						
AGA > SGA	No significant findings					
SGA > AGA	Olfactory bulb	98	< 0.001	5.6	26.6	−7.7
	Right cortex	72	< 0.001	9.1	−5.6	18.9
	Right cortex	65	< 0.001	−14	−11.2	11.9
	Left cortex	23	< 0.001	−5.6	−14	11.2
**HF**						
AGA > SGA	Right cortex	51	< 0.001	3.5	−6.3	-7
SGA > AGA	Right cortex	246	< 0.001	18.9	−0.7	−6.3
	Right cortex	27	< 0.001	−18.2	10.5	5.6
**AGA**						
CON > HF	Olfactory bulb	642	< 0.001	−2.1	24.5	−5.6
	Right cortex	824	< 0.001	2.8	−8.4	12.6
	Left cortex		< 0.001	−7.7	−9.8	16.8
	Left cortex		< 0.001	−2.1	−1.4	15.4
	Lateral ventricle	182	< 0.001	3.5	4.2	−7
	Left cortex	153	< 0.001	−15.4	19.6	8.4
	Left cortex	92	< 0.001	−7.7	−15.4	4.2
	Thalamus	375	< 0.001	−0.7	9.1	0.7
	Right cortex	93	< 0.001	9.1	−9.8	−0.7
	Right cortex	23	0.001	12.6	−17.5	2.8
HF > CON	Olfactory bulb	26	0.001	4.9	26.6	−10.5
**SGA**						
CON > HF	Left cortex	290	< 0.001	−20.3	−4.9	4.2
	Cerebellum	433	< 0.001	−12.6	−9.8	−2.8
	Cerebellum		< 0.001	−14	−18.2	4.2
	Right hippocampus	378	< 0.001	3.5	−5.6	4.9
	Left cortex	32	< 0.001	−8.4	0.7	9.1
	Cerebellum	196	< 0.001	11.2	−11.2	−4.9
	Left cortex	178	< 0.001	−7	−14.7	5.6
	Right cortex	399	< 0.001	11.9	−15.4	6.3
	Lateral ventricle	50	< 0.001	5.6	4.9	8.4
	Left cortex	128	< 0.001	−11.2	20.3	13.3
	Left cortex	32	< 0.001	−12.6	14.7	7.7
HF > CON	No significant findings					

*Tests used a threshold of p = 0.001 uncorrected. AGA CON n = 8, AGA HF n = 8, SGA CON n = 8, SGA HF n = 9*.

a *Clusters > 20 were included in analysis with threshold set at p = 0.001*.

b *Uncorrected P-values*.

*AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat*.

HF AGA piglets had clusters of decreased GM compared to CON AGA piglets in the olfactory bulb, several areas in the left and right cortices, adjacent to the lateral ventricle, and the thalamus. HF AGA piglets had a single area of increased GM in the olfactory bulb compared to CON AGA. Volumetric differences due to SGA were revealed in GM, but not WM (Table 3). Since there was a size*diet interaction (*p* ≤ 0.001) on GM volume, *T*-tests were performed to determine specific effects of SGA and HF diet. CON fed SGA piglets had greater GM volumes in several areas of the left cortex, cerebellum, right hippocampus, right cortex, and adjacent to the lateral ventricle compared to HF fed SGA piglets. There were no ROIs where HF fed SGA piglets had more GM than CON fed SGA piglets. There were areas of differences in GM composition between SGA and AGA piglets on HF diet, localized to the right cortex. CON SGA piglets had areas of increased GM volume in the olfactory bulb and both cortices compared to AGA CON piglets.

#### Diffusion Tensor Imaging

Total WM Fractional Anisotropy (FA) was decreased in SGA piglets compared to AGA piglets (Figure 4, Supplementary Table S2). WM FA was also decreased in SGA piglet right cortex. The corpus callosum of SGA piglets displayed decreased radial diffusivity, axial diffusivity, and mean diffusivity compared to AGA piglets. In addition, the thalamus of SGA piglets had reduced axial diffusivity compared to AGA piglets. HF-fed SGA and AGA piglets had decreased radial diffusivity, axial diffusivity, and mean diffusivity in the corpus callosum (Supplementary Table S2).

**Figure 4:**
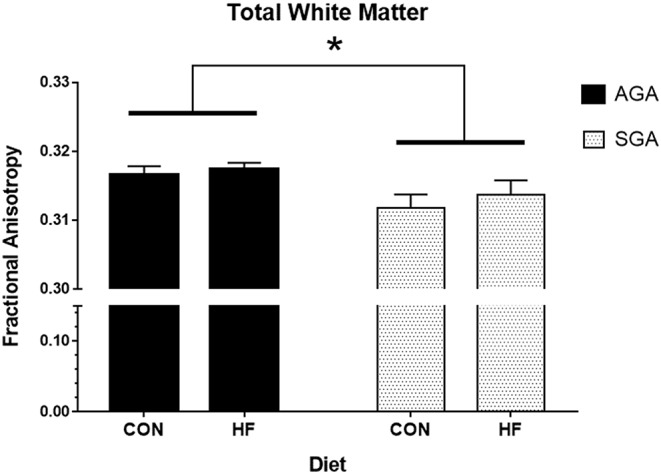
Total white matter fractional anisotropy in AGA and SGA piglets fed HF or CON formula. Fractional anisotropy, a measure of white matter microstructural integrity, was decreased in SGA piglets *p = 0.022. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat. Data are presented as mean ± SEM, AGA *n* = 5 per group, SGA *n* = 6 per group.

#### Single-Voxel Spectroscopy

Total metabolite concentrations of aspartate (Asp), glutathione (GSH), scyllo-inositol (Scyllo), N-acetylaspartate + N-acetylaspartylglutamate (NAA + NAAG), glutamate + glutamine (Glu + Gln), glycerophosphocholine + phosphocholine (GPC + PCh), creatine + phosphocreatine (Cr + PCr), and myo-inositol (Ins) were measured in the hippocampus of AGA and SGA piglets fed CON and HF diets (Table 4). Concentrations of large macromolecules (MM) and lipids (Lip) were measured as well. There were no effects of size, diet, or interactions on the metabolites measured. SGA had an effect on the concentration of MM09 + Lip09, and there was a size*diet interaction on the concentrations of MM14 + Lip13a + Lip13b + MM12. The two numbers in our naming convention refer to the resonant frequency, e.g., “09” corresponds to 0.9 ppm.

**Table 4:** Effects of birth weight and HF on hippocampal metabolism as determined by single-voxel spectroscopy in 4 week-old piglets^a^.

	**Treatment**				**Pooled SEM**	***P*****-Value**^**b**^		
**Metabolite**	**AGA CON**	**AGA HF**	**SGA CON**	**SGA HF**		**Size**	**Diet**	Size*Diet
Asp	2.678	2.728	2.688	2.840	0.243	0.620	0.417	0.679
GSH	2.181	2.330	2.286	2.380	0.215	0.474	0.267	0.803
Ins	7.094	7.322	7.120	7.344	0.261	0.855	0.093	0.990
Scyllo	0.379	0.379	0.374	0.337	0.033	0.173	0.275	0.263
GPC + PCh	1.765	1.814	1.689	1.746	0.106	0.156	0.288	0.939
NAA + NAAG	5.755	5.835	5.745	6.027	0.280	0.521	0.204	0.474
Cr + PCr	4.673	4.720	4.630	4.659	0.169	0.544	0.657	0.916
Glu + Gln	8.368	9.095	8.394	8.662	0.645	0.533	0.134	0.482
MM14 + Lip13a + Lip13b + MM12	10.970	8.716	8.196	9.195	1.206	0.068	0.307	**0.012**
MM09 + Lip09	5.185	4.646	3.943	4.435	0.555	**0.014**	0.933	0.073
MM20 + Lip20	8.972	9.718	8.432	8.868	0.815	0.099	0.157	0.706

a *Values are means of 6–9 replicate pigs with MRI data collected at 26–29 d of age. AGA CON n = 8, n = 7 (MM14 + Lip13a + Lip13b + MM12); AGA HF n = 8, n = 7 (Scyllo), n = 6 (Asp); SGA CON n =8, n = 7 (Asp, Scyllo, MM14 + Lip13a + Lip13b + MM12); SGA HF n = 9. Bold values are significance*.

b Size, main effect of birth weight (i.e., AGA vs. SGA); Diet, main effect of dietary intervention (i.e., HF vs. CON); Size*Diet, interaction effect of birth weight, and dietary intervention.

*Data presented as means and pooled SEM*.

*AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; NAA + NAAG, N-acetylaspartate + N-acetylaspartylglutamate; GPC + PCh, glycerophosphocholine + phosphocholine; Cr + PCr, creatine + phosphocreatine; Glu + Gln, glutamate + glutamine; MM, macromolecule; Lip, lipid*.

AGA CON piglets had higher concentrations of MM14 + Lip13a + Lip13b + MM12 in their hippocampi compared to SGA CON piglets. There was no difference in MM14 + Lip13a + Lip13b + MM12 concentration between any of the other groups.

### HF Diet Increases ARA Levels in the Hippocampus and Cerebellum

HF diet increased the percentage of total fatty acids (%total) of ARA and 22:5n6, an elongation-desaturation product of ARA, in the cerebellum (Table 5). There were no differences in DHA (%total) between groups, either for the cerebellum or the hippocampus (Tables 5, 6). HF diet significantly decreased 22:5n3, a precursor of DHA in both hippocampus and cerebellum (Tables 5, 6). There was no difference between groups in the total amount of fatty acids in the hippocampus (Supplementary Table S3) or the cerebellum (Supplementary Table S4).

**Table 5:** Fatty acid composition of piglet cerebellum (%)^a^^,^^b^.

	**AGA**		**SGA**		***P*****-value**		
**FAME**	**CON**	**HF**	**CON**	**HF**	**Size**	**Diet**	Size*Diet
14:0	0.45 ± 0.04	0.38 ± 0.03	0.44 ± 0.03	0.40 ± 0.04	0.685	**<0.001**	0.206
16:0 DMA	2.67 ± 0.10	2.62 ± 0.12	2.59 ± 0.16	2.67 ± 0.16	0.737	0.720	0.212
16:0	17.39 ± 0.85	17.60 ± 0.70	17.57 ± 0.89	17.92 ± 0.80	0.375	0.324	0.818
16:1n9	0.47 ± 0.05	0.50 ± 0.07	0.47 ± 0.07	0.50 ± 0.07	0.983	0.279	0.993
16:1n7	0.70 ± 0.05	0.72 ± 0.05	0.70 ± 0.09	0.72 ± 0.07	0.929	0.387	0.845
18:0 DMA	3.81 ± 0.12	3.82 ± 0.14	3.76 ± 0.10	3.75 ± 0.09	0.141	0.947	0.701
18:1 DMA	1.69 ± 0.18	1.61 ± 0.21	1.72 ± 0.26	1.58 ± 0.13	0.991	0.125	0.689
18:0	20.69 ± 0.35	20.86 ± 0.49	20.74 ± 0.79	20.80 ± 0.24	0.982	0.527	0.756
18:1n9	16.74 ± 0.80	16.27 ± 0.71	16.74 ± 1.05	16.24 ± 0.52	0.966	0.088	0.955
18:1n7	4.46 ± 0.29	4.53 ± 0.27	4.30 ± 0.52	4.37 ± 0.26	0.212	0.565	0.979
18:2n6	1.34 ± 0.10	1.26 ± 0.12	1.32 ± 0.15	1.28 ± 0.08	0.607	0.340	0.647
20:0	0.65 ± 0.08	0.61 ± 0.06	0.63 ± 0.09	0.64 ± 0.05	0.930	0.634	0.433
20:1n9	0.98 ± 0.13	0.97 ± 0.14	1.06 ± 0.19	0.92 ± 0.09	0.806	0.143	0.209
20:2n6	0.27 ± 0.04	0.29 ± 0.04	0.27 ± 0.03	0.28 ± 0.04	0.797	0.271	0.960
20:3n6	0.49 ± 0.06	0.45 ± 0.07	0.47 ± 0.05	0.43 ± 0.05	0.228	0.066	0.824
20:4n6	8.53 ± 0.43	8.93 ± 0.45	8.55 ± 0.83	8.95 ± 0.21	0.935	**0.037**	0.997
22:00	0.75 ± 0.17	0.69 ± 0.11	0.70 ± 0.20	0.70 ± 0.10	0.673	0.495	0.546
22:1n9	0.24 ± 0.07	0.21 ± 0.04	0.22 ± 0.09	0.21 ± 0.04	0.708	0.452	0.708
22:2n6	0.21 ± 0.04	0.21 ± 0.02	0.22 ± 0.05	0.22 ± 0.03	0.614	0.729	0.825
22:4n6	3.27 ± 0.23	3.37 ± 0.24	3.27 ± 0.17	3.40 ± 0.15	0.830	0.087	0.817
22:5n6	1.42 ± 0.22	1.67 ± 0.22	1.43 ± 0.21	1.81 ± 0.26	0.329	**<0.001**	0.407
22:5n3	0.31 ± 0.04	0.27 ± 0.05	0.32 ± 0.05	0.29 ± 0.05	0.291	**0.035**	0.565
24:0	0.88 ± 0.27	0.81 ± 0.19	0.79 ± 0.24	0.82 ± 0.12	0.565	0.825	0.482
22:6n3	7.60 ± 0.66	7.49 ± 0.37	7.81 ± 0.59	7.31 ± 0.41	0.905	0.097	0.279
24:1n9	1.66 ± 0.48	1.62 ± 0.39	1.63 ± 0.52	1.62 ± 0.26	0.916	0.857	0.932
TUFA	2.35 ± 0.35	2.24 ± 0.29	2.29 ± 0.47	2.16 ± 0.21	0.587	0.324	0.923

a *Values presented as the means ± SEM of percent of total fatty acids of 8–9 replicate pigs collected at 26–29 days of age. AGA CON n = 8, AGA HF n = 8, SGA CON n = 9, SGA HF n = 9. Bold values are significance*.

b Size, main effect of birth weight (i.e., AGA vs. SGA); Diet, main effect of dietary intervention (i.e., HF vs. CON); Size*Diet, interaction effect of birth weight, and dietary intervention.

*AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; FAME, fatty acid methyl ester; DMA, dimethylacetal; TUFA, total unidentified fatty acids*.

**Table 6:** Fatty acid composition of piglet hippocampus (%)^a^^,^^b^.

	**AGA**		**SGA**		***P*****-value**		
**FAME**	**CON**	**HF**	**CON**	**HF**	**Size**	**Diet**	Size*Diet
14:0	0.53 ± 0.02	0.47 ± 0.03	0.54 ± 0.03	0.47 ± 0.04	0.818	**<0.001**	0.630
16:0 DMA	2.64 ± 0.19	2.60 ± 0.19	2.56 ± 0.19	2.72 ± 0.23	0.790	0.393	0.153
16:0	16.77 ± 0.53	16.95 ± 0.87	17.04 ± 0.72	16.99 ± 0.60	0.518	0.778	0.625
16:1n9	0.49 ± 0.03	0.50 ± 0.08	0.50 ± 0.05	0.48 ± 0.06	0.936	0.868	0.468
16:1n7	0.88 ± 0.07	0.85 ± 0.09	0.92 ± 0.10	0.91 ± 0.09	0.129	0.461	0.843
18:0 DMA	4.10 ± 0.18	4.16 ± 0.12	4.11 ± 0.14	4.03 ± 0.15	0.249	0.885	0.167
18:1 DMA	1.54 ± 0.19	1.51 ± 0.27	1.53 ± 0.22	1.59 ± 0.25	0.690	0.860	0.618
18:0	22.00 ± 0.54	21.92 ± 0.57	22.07 ± 0.61	21.51 ± 0.88	0.465	0.179	0.295
18:1n9	15.70 ± 0.92	15.33 ± 1.06	15.35 ± 1.28	16.12 ± 1.40	0.591	0.628	0.172
18:1n7	4.66 ± 0.40	4.81 ± 0.27	4.59 ± 0.37	4.60 ± 0.31	0.227	0.508	0.546
18:2n6	1.26 ± 0.10	1.17 ± 0.08	1.26 ± 0.13	1.23 ± 0.10	0.466	0.101	0.469
20:0	0.52 ± 0.04	0.53 ± 0.03	0.53 ± 0.05	0.56 ± 0.07	0.331	0.260	0.430
20:1n9	0.59 ± 0.08	0.59 ± 0.07	0.59 ± 0.07	0.66 ± 0.16	0.301	0.311	0.282
20:2n6	0.32 ± 0.05	0.33 ± 0.06	0.31 ± 0.05	0.34 ± 0.06	0.984	0.291	0.572
20:3n6	0.51 ± 0.06	0.45 ± 0.04	0.48 ± 0.07	0.45 ± 0.03	0.406	**0.014**	0.505
20:4n6	8.84 ± 0.37	9.09 ± 0.38	8.87 ± 0.47	8.77 ± 0.48	0.341	0.612	0.258
22:0	0.81 ± 0.10	0.79 ± 0.13	0.80 ± 0.15	0.84 ± 0.15	0.716	0.776	0.526
22:1n9	0.29 ± 0.06	0.29 ± 0.08	0.27 ± 0.07	0.30 ± 0.08	0.870	0.404	0.491
22:2n6	0.36 ± 0.09	0.36 ± 0.09	0.36 ± 0.10	0.37 ± 0.08	0.801	0.784	0.814
22:4n6	4.17 ± 0.27	4.27 ± 0.21	4.26 ± 0.19	4.02 ± 0.0.42	0.418	0.521	0.106
22:5n6	1.88 ± 0.15	2.00 ± 0.37	1.99 ± 0.38	2.11 ± 0.52	0.428	0.361	0.976
22:5n3	0.21 ± 0.02	0.17 ± 0.03	0.23 ± 0.02	0.19 ± 0.03	**0.005**	**<0.001**	0.838
24:0	0.99 ± 0.20	1.01 ± 0.24	1.02 ± 0.29	1.08 ± 0.24	0.579	0.694	0.792
22:6n3	6.04 ± 0.82	5.88 ± 0.92	6.03 ± 0.96	5.59 ± 1.04	0.644	0.361	0.668
24:1n9	1.48 ± 0.24	1.57 ± 0.34	1.52 ± 0.29	1.61 ± 0.25	0.695	0.370	0.986
TUFA	2.42 ± 0.30	2.39 ± 0.37	2.29 ± 0.39	2.47 ± 0.43	0.821	0.579	0.419

a *Values presented as the means ± SEM of percent of total fatty acids of 8–9 replicate pigs collected at 26–29 days of age. AGA CON n = 8, AGA HF n = 8, SGA CON n = 9, SGA HF n = 9. Bold values are significance*.

b Size, main effect of birth weight (i.e., AGA vs. SGA); Diet, main effect of dietary intervention (i.e., HF vs. CON); Size*Diet, interaction effect of birth weight, and dietary intervention.

*AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; FAME, fatty acid methyl ester; DMA, dimethylacetal; TUFA, total unidentified fatty acids*.

### HF Diet and SGA Status Have Unique Impacts on the Hippocampal Transcriptome

The hierarchical clustering heat map of the overall DEG patterns revealed main effects of SGA and diet on hippocampal transcriptomic profiles (Figure 5). 

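The transcriptomic data are RNA sequencing counts from the hippocampi of 24 piglets collected at 14 days of age, with 6 piglets in each of the AGA CON, AGA HF, SGA CON and SGA HF groups. RNA sequencing reads fragments of messenger RNA and assigns them to genes, so a count reflects how much RNA of that gene was in the tissue. Each SGA piglet has an AGA littermate of the same sex on the same diet, which gives 6 litters per diet. The litters were studied in 2 cohorts of 12 piglets. Reads counted on genes ranged from 6204809 to 8723343 (median 7494464) in AGA CON piglets and from 6224421 to 7474872 (median 6834062) in AGA HF piglets. In SGA CON piglets they ranged from 6017336 to 9217875 (median 7429176), and in SGA HF piglets from 6931595 to 9284355 (median 8060159). At these depths 3 counts correspond to 0.323 to 0.499 CPM. The authors trimmed single-end reads, aligned them to the Sscrofa10.2 genome with STAR, and counted reads on the exons of each gene with featureCounts in a strand-aware setting. The counts were deposited without normalization. From there, counts were normalized by TMM and tested gene by gene in edgeR's quasi-likelihood framework, with the 4 groups, sex and 5 surrogate variables as terms. Surrogate variables are patterns estimated from the data themselves, meant to absorb variation such as cohort or litter. The 7 contrasts were adjusted together by the Benjamini-Hochberg method, and a gene with an FDR p under 0.4, the threshold the paper gives for its heat map, was counted as a DEG. At this threshold, up to 40% of the calls over the 7 contrasts together are expected to be false positives. The share can be higher within a contrast that has few calls. The counts of DEGs depend on the test, the filter on low counts and the number of surrogate variables. Across 12 other settings of the fit, the number of DEGs between SGA and AGA piglets lay between 0 and 420.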

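A total of 148 genes had an FDR p under 0.4 in at least 1 of the 7 contrasts, from 206 calls among 114282 tests. The largest unadjusted p called was 0.000713 (edgeR's quasi-likelihood test). Before adjustment for surrogate variables, size accounted for 4.52% of the variance of log2 CPM over all genes tested, where exchanges of size within littermate pairs gave a median of 3.67% (exact permutation test over 2048 splits, p = 0.0845). Diet accounted for 4.07%, where reassigned litters gave a median of 4.87% (exact permutation test over 462 splits, p = 0.859). Cohort accounted for 9.41% (p = 0.00216 in the same exact permutation test) and sex for 7.90% (p = 0.013). The litter a piglet came from accounted for 54.9%, but pairs of piglets take up about as much by their number alone. Other pairings of SGA with AGA piglets within diet and cohort gave a median of 51.2% (exact permutation test over 1296 pairings, p = 0.00694). When sex was kept as well the median was 54.2%, and litter was not told from other piglets of the same diet, cohort and sex (exact permutation test over 16 pairings, p = 0.375). These shares overlap because each litter has a single sex, diet and cohort. With the cohort means subtracted, size accounted for 4.99% (exact permutation test, p = 0.0845) and diet for 4.49% (exact permutation test, p = 0.52).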

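In SGA piglets compared to AGA piglets, 51 genes were up-regulated and 27 were down-regulated (FDR p under 0.4 in edgeR's quasi-likelihood test), a total of 78 of the 16326 genes tested. No gene had an FDR p under 0.05, the smallest being 0.0523. An unadjusted p under 0.05 was found for 1723 genes, where 816 would be expected by chance. Adjustment of each contrast on its own, in place of all 7 together, gave 1200 DEGs. Under a litter block, in place of sex and surrogate variables, 172 genes were up-regulated and 248 down-regulated, and 58 of the 78 DEGs were among them. Across genes, the deviations of littermates from their group means had a mean correlation of 0.154 over the 12 pairs (0.014 to 0.329). Between SGA and AGA piglets from other litters of the same diet and cohort it was 0.031 over 24 pairs (-0.158 to 0.22), and 0.090 over the 8 of these that shared a sex (-0.097 to 0.211). In either cohort of 12 piglets alone, with sex and no surrogate variables, there were 0 DEGs. PDXP (gene 100623846), a single-exon gene on chromosome 5 of Sscrofa10.2 from 7735323 to 7737336, had 28.0 ± 6.50 CPM (SD, n = 12) in SGA piglets and 20.1 ± 4.79 CPM (SD, n = 12) in AGA piglets. Its log2 fold change was 0.42 (standard error 0.09, FDR-adjusted p = 0.224), and the SGA piglet was the higher of the pair in 11 of 12 litters. COTL1 (gene 100621773, on an unplaced scaffold) had 66.0 ± 13.1 CPM in SGA piglets and 50.0 ± 5.63 CPM in AGA piglets, a log2 fold change of 0.40 (standard error 0.067, FDR-adjusted p = 0.143). In SGA HF piglets, its value in replicate 5 (77.8 CPM) stood apart from the other 5. KIAA1671, BHLHE22 and SIPA1L3 had log2 fold changes of 0.39, 0.35 and 0.35, with FDR p values of 0.224, 0.375 and 0.371. ZFP14 (gene 102162711, chromosome 6 from 41430065 to 41470063) fell by 0.89 on the log2 scale (standard error 0.218, FDR-adjusted p = 0.375), from 2.32 ± 0.528 CPM in AGA piglets to 1.35 ± 0.464 CPM in SGA piglets. HSBP1P, a single-exon gene with a pseudogene symbol whose reads may be shared with a near-identical copy, and NUDT17 had log2 fold changes of -0.77 and -0.40 (FDR-adjusted p = 0.267 for both). RPL36A, which belongs to a family with many near-identical copies, was not higher in the SGA piglet of any of the 12 pairs and had a log2 fold change of -0.35 (FDR-adjusted p = 0.362). LGALS1, on chromosome 5 from 7642321 to 7645763, had a log2 fold change of -0.35 (FDR-adjusted p = 0.395). These 10 genes were chosen among DEGs that changed in the same direction in at least 10 of the 12 pairs, so the numbers of pairs, and a call when litter is a block, follow largely from the choice. When litter was a block, their log2 fold changes were 0.32 to 0.48 for the 5 that rose and -0.80 to -0.35 for the 5 that fell.

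**Figure D1:**
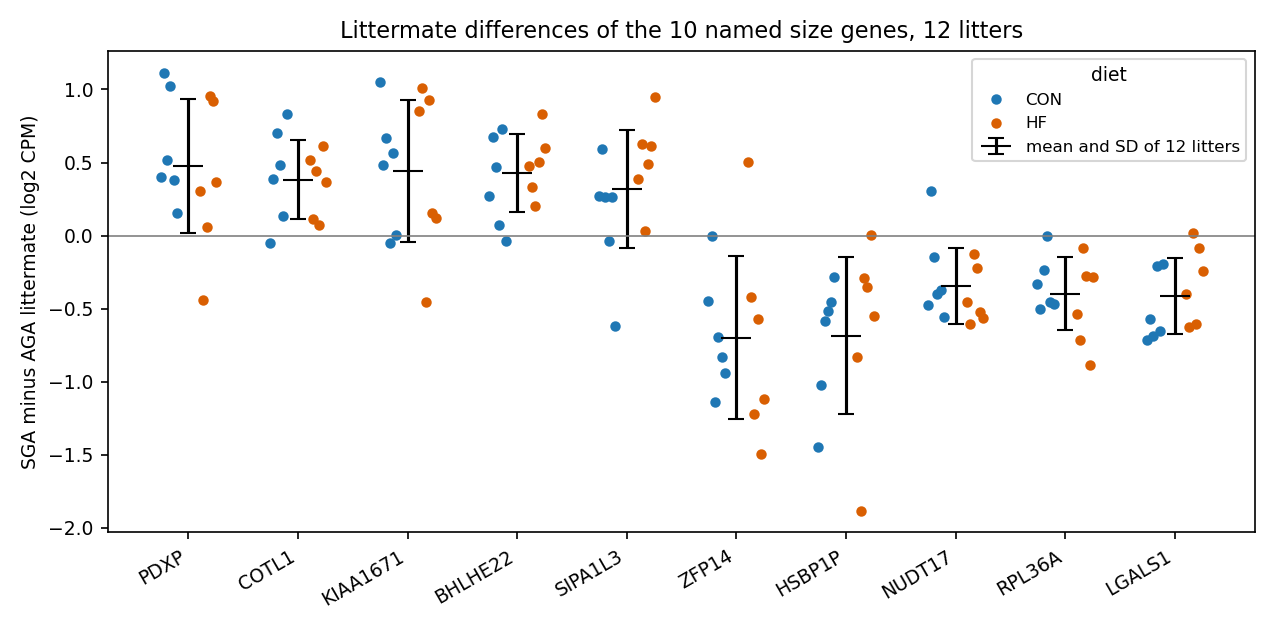
SGA minus AGA littermate difference in log2 CPM (vertical axis) of the 10 named genes (horizontal axis), chosen for their direction in at least 10 pairs, with 1 point per litter, blue for CON and orange for HF, and bars for the mean and SD of 12 litters. PDXP was higher in the SGA piglet of 11 litters and LGALS1 in 1 litter, and RPL36A in none.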

A total of 319 DEGs were identified in response to SGA, of which 206 were up-regulated and 113 were down-regulated. 

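In piglets on the HF diet compared to piglets on the CON diet, 19 genes were up-regulated and 7 down-regulated (FDR p under 0.4 in edgeR's quasi-likelihood test), 26 genes in all. The smallest FDR p was 0.146, so 0 genes were under 0.05, and 1158 genes had an unadjusted p under 0.05. With the FDR computed over this contrast alone, 6 DEGs were left. The diets were given to different littermate pairs, so the 12 litters rather than the 24 piglets are the independent units for this contrast. The test behind these DEGs had no litter term and took the 24 piglets as independent, so its p values can be too small. The DEG with the smallest p was PRG4 (gene 100518683, chromosome 9 from 139907666 to 139933143), with a log2 fold change of 4.91 (standard error 0.771) in the model. It was close to the detection limit, at 1.04 ± 1.61 CPM (SD, n = 12) on the HF diet and 0.163 ± 0.287 CPM (SD, n = 12) on the CON diet, and 2 of its groups had 1 piglet apart from the rest. TNMD, also near the detection limit and with 2 such piglets, had 1.68 ± 1.76 CPM on the HF diet and 0.535 ± 0.774 CPM on the CON diet (log2 fold change 2.48, FDR-adjusted p = 0.217). For both genes the SD exceeded the mean in each diet. NDUFA12 (chromosome 5 from 92639666 to 92664026) had 113 ± 11.3 CPM on the HF diet and 101.5 ± 13.8 CPM on the CON diet, a log2 fold change of 0.24 (standard error 0.052, FDR-adjusted p = 0.224). RASL10A rose by 0.34 and TRMO, with SGA HF replicate 2 apart at 8.19 CPM, by 0.52 on the log2 scale (FDR-adjusted p = 0.308 for both). HS3ST4 (chromosome 3 from 20872499 to 21404256) had 64.4 ± 8.80 CPM on the HF diet and 78.6 ± 16.0 CPM on the CON diet, a log2 fold change of -0.27 (standard error 0.052, FDR-adjusted p = 0.217). TAF3, PEA15 and SAMD4B had log2 fold changes of -0.31, -0.14 and -0.21, with FDR p values of 0.271, 0.371 and 0.395. PEA15 in AGA CON replicate 2 (4240 CPM) and SAMD4B in SGA CON replicate 6 (226 CPM) stood apart from their groups. Among the 12 piglets of cohort 2 alone, the log2 fold change of PEA15 was 0.004.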

A total of 105 DEGs were identified in response to HF diet, of which 59 were up-regulated and 46 down-regulated. A size*diet interaction affected 24 genes, with 7 genes down-regulated and 17 genes up-regulated. 

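In the interaction contrast, which measures how far the SGA minus AGA difference on the HF diet departs from that on the CON diet, 6 genes were up-regulated and 2 down-regulated (FDR p under 0.4 in edgeR's quasi-likelihood test). The smallest FDR p was 0.243, so 0 genes were under 0.05. An unadjusted p under 0.05 was found for 654 genes, fewer than the 816 that chance gives. With the FDR computed over this contrast alone there were 0 DEGs. In the fit with litters as blocks, there were 45 DEGs, 27 of them up-regulated. PLIN4 (gene 100524667, chromosome 2 from 74811668 to 74824921) had an interaction log2 fold change of 1.56 (standard error 0.376, FDR-adjusted p = 0.371). It had 2.14 ± 0.571 CPM (SD, n = 6) in AGA CON, 1.23 ± 0.345 in SGA CON, 0.972 ± 0.361 in AGA HF and 1.79 ± 0.552 in SGA HF piglets. CLDN6, near 1 CPM in SGA CON piglets, had an interaction log2 fold change of 1.59 (FDR-adjusted p = 0.375), and its SGA minus AGA log2 fold change was -1.22 on the CON diet and 0.37 on the HF diet. HSPA8 had an interaction log2 fold change of -0.55 (standard error 0.138, FDR-adjusted p = 0.391), with 64.2 ± 6.18 CPM in AGA CON, 83.6 ± 26.8 in SGA CON, 65.2 ± 15.0 in AGA HF and 70.1 ± 14.1 in SGA HF piglets. Among the 12 piglets of cohort 2 its interaction log2 fold change was 0.13. With the litter as a block, PLIN4 stayed past the threshold (log2 fold change 1.65) and CLDN6 and HSPA8 did not (1.32 and -0.23).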

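On the CON diet, 9 genes were up-regulated and 12 down-regulated in SGA piglets compared to AGA piglets (n = 6 each), with an FDR p under 0.4 in edgeR's quasi-likelihood test. An unadjusted p under 0.05 was found for 1076 genes. Under a litter block, there were 62 up-regulated and 143 down-regulated genes. LRRC73 (gene 100736626, chromosome 7 from 44083021 to 44086361) had 106 ± 23.5 CPM (SD, n = 6) in SGA CON and 73.0 ± 16.4 CPM (SD, n = 6) in AGA CON piglets, where replicate 2 was apart at 41.4 CPM. Its log2 fold change was 0.40 (standard error 0.07, FDR-adjusted p = 0.16). RPL10 (gene 733593, on an unplaced scaffold) had 39.4 ± 6.98 CPM in SGA CON and 48.5 ± 6.03 CPM in AGA CON piglets, a log2 fold change of -0.42 (standard error 0.085, FDR-adjusted p = 0.224). Under the litter block, LRRC73 stayed past the threshold at 0.55 and RPL10 did not, at -0.31. A single gene, LOC100623670 on chromosome 14 from 52404063 to 52405107, had an FDR p under 0.05 (0.0181, log2 fold change -3.71). It was singled out after its values were seen, and it had no reads in most piglets. Its counts did not follow that direction, with 183 and 18 in SGA CON replicates 2 and 3, 41, 40 and 1 in AGA CON replicates 1, 2 and 5, and 0 in the other CON piglets.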

Pair-wise comparisons of the treatments revealed differences between SGA piglets and AGA piglets on CON diet, with 42 up-regulated genes and 51 down-regulated genes. 

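On the HF diet, 41 genes were up-regulated and 6 down-regulated in SGA piglets compared to AGA piglets (n = 6 each), with an FDR p under 0.4 in edgeR's quasi-likelihood test. The smallest FDR p was 0.217, and 1310 genes had an unadjusted p under 0.05. When litter was a block, 68 genes were up-regulated and 77 down-regulated. LENG8 (gene 106504183, chromosome 6 from 53412023 to 53422877) had 1104 ± 79.7 CPM (SD, n = 6) in SGA HF and 875 ± 156 CPM (SD, n = 6) in AGA HF piglets, a log2 fold change of 0.36 (standard error 0.069). PTGDS (gene 397456, on an unplaced scaffold) had 167 ± 15.9 CPM in SGA HF and 213 ± 43.5 CPM in AGA HF piglets, a log2 fold change of -0.34 (standard error 0.08, FDR-adjusted p = 0.362). Both genes stayed past the threshold with the litter as a block (0.35 and -0.34). Of these 47 DEGs, 1 was also a DEG on the CON diet, and 44 changed in the same direction there.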

SGA HF piglets compared to AGA HF piglets revealed 130 up-regulated and 29 down-regulated genes. The HF diet compared to CON diet led to 22 up-regulated genes in AGA piglets and 40 down-regulated genes. 

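In AGA piglets, 1 gene was up-regulated and 10 were down-regulated on the HF diet compared to the CON diet (n = 6 each), with an FDR p under 0.4 in edgeR's quasi-likelihood test. The smallest FDR p was 0.224, and 994 genes had an unadjusted p under 0.05. With the FDR over this contrast alone, 0 genes were DEGs. The named gene of this contrast was PEA15 (gene 100152480, chromosome 4 from 98204998 to 98215557). It had 3304 ± 326 CPM (SD, n = 6) in AGA HF and 3677 ± 288 CPM (SD, n = 6) in AGA CON piglets, a log2 fold change of -0.23 (standard error 0.047). In SGA piglets it had 3197 ± 333 CPM on the HF diet and 3165 ± 133 CPM on the CON diet.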

For SGA piglets, the HF diet compared to CON diet led to 33 up-regulated genes and 15 down-regulated genes.

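In SGA piglets, 12 genes were up-regulated and 3 down-regulated on the HF diet compared to the CON diet (n = 6 each), with an FDR p under 0.4 in edgeR's quasi-likelihood test, and 843 genes had an unadjusted p under 0.05. None of these 15 DEGs was among the 11 found in AGA piglets, and 7 of the 15 changed in the same direction there. The smallest FDR p was that of GH1 (gene 396884, chromosome 12 from 15056362 to 15058095), which encodes growth hormone. Its log2 fold change was 7.38 (standard error 1.018, FDR-adjusted p = 0.0181), and 1 library carried most of its reads. SGA HF replicate 4 had 2574 counts (306 CPM), and no other library had more than 39. Without that library, the log2 fold change was 4.45 and the FDR p was 0.552. PSORS1C2 (gene 396560, chromosome 7 from 27290516 to 27293281) had 5.68 ± 2.02 CPM (SD, n = 6) in SGA HF and 9.44 ± 1.76 CPM (SD, n = 6) in SGA CON piglets, a log2 fold change of -0.81 (standard error 0.193, FDR-adjusted p = 0.367).

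**Figure D2:**
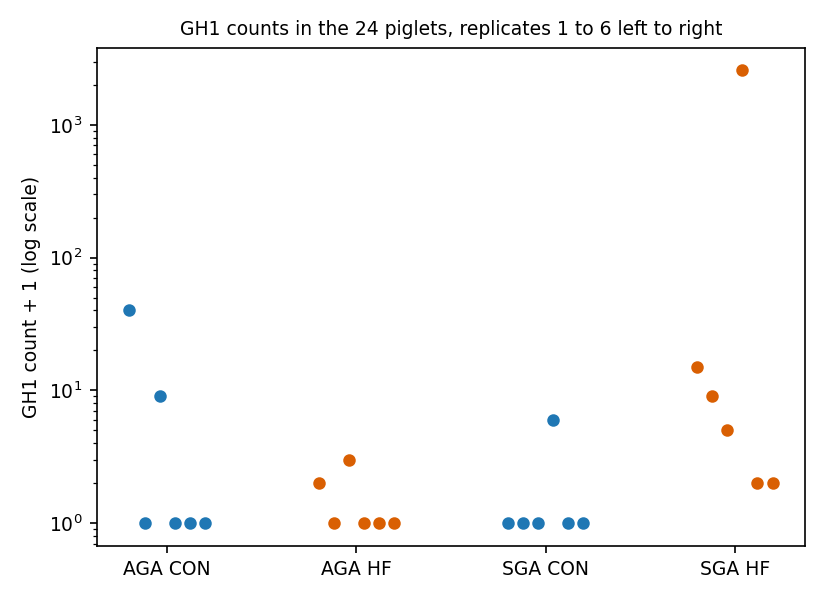
Count of GH1 plus 1 (vertical axis, log scale) in each of the 24 libraries by group, with 1 point per piglet, blue for CON and orange for HF. SGA HF replicate 4 had 2574 counts, and the next highest library, AGA CON replicate 1, had 39.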

**Figure 5:**
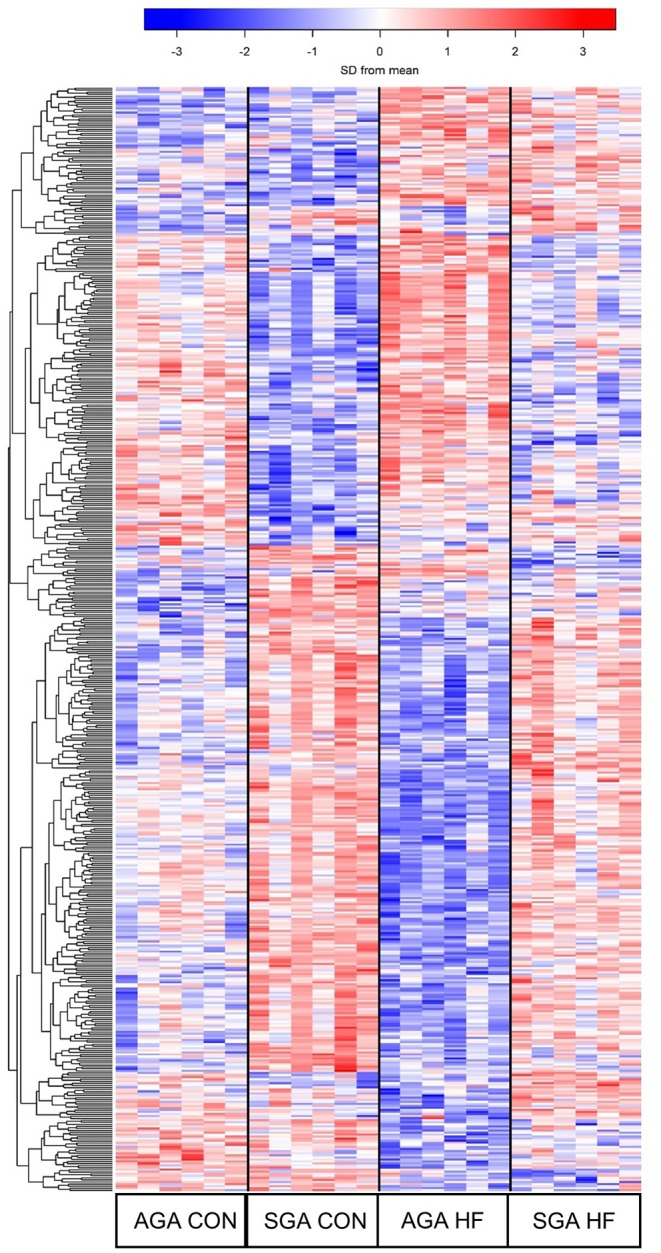
Heat map demonstrating the unique gene expression patterns in the hippocampi due to SGA and HF diet. Each row represents a gene and its relative expression (blue = down-regulation; red= up-regulation) in each piglet. 319 DEGs were identified in response to SGA, 105 DEGs were identified in response to diet, and 24 DEGs were involved in a SGA by diet interaction. AGA CON *n* = 6, AGA HF *n* = 6, SGA CON *n* = 6, SGA HF *n* = 6. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; DEG, differentially expressed genes.

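Gene sets written from gene symbols before the counts were seen were tested with limma's camera, which asks whether the members of a set change more in one direction than other genes do. The Benjamini-Hochberg adjustment covers 39 tests of 13 sets, and the values given are medians over the members tested. Subunits of the sodium/potassium ATPase and their FXYD regulators (10 genes) had a median log2 fold change of 0.093 in SGA compared to AGA piglets, with 6 of 10 higher (camera, FDR-adjusted p = 0.301). In the fit with litters as blocks, it was 0.11 (camera, FDR-adjusted p = 0.163). The median was 0.048 among the 12 piglets of cohort 1 and 0.21 among those of cohort 2. Subunits of the proton-pumping V-ATPase (18 genes) had a median of -0.023, with 5 of 18 higher (camera, FDR-adjusted p = 0.487), and -0.0080 with the litter as a block (camera, FDR-adjusted p = 0.812). Protein tyrosine phosphatases (59 genes) had a median of -0.0062, with 29 of 59 higher (camera, FDR-adjusted p = 0.732), and 0.016 with the litter as a block (camera, FDR-adjusted p = 0.714). Of the 10 members of the sodium/potassium ATPase set, 1 was up-regulated and 1 down-regulated past the DEG threshold. Of the phosphatases, PTPN4 was up-regulated, at 45.7 ± 6.75 CPM in SGA and 40.0 ± 5.62 CPM in AGA piglets (log2 fold change 0.30, FDR-adjusted p = 0.383 in edgeR's quasi-likelihood test). PTPN1, which encodes PTP1B, had a log2 fold change of -0.12 (standard error 0.056, FDR-adjusted p = 0.725). With the litter as a block, PTPN4 (0.19) was not past the threshold. After adjustment over each list alone, 6 higher and 3 lower members of the sodium/potassium ATPase set had an FDR p under 0.4. In the V-ATPase set there were 3 higher and 4 lower, with 0 DEGs after adjustment over all genes, and among the phosphatases 7 higher and 5 lower.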

The GO categories enriched for up-regulated DEGs in SGA piglets were GO Biological Processes “cellular sodium ion homeostasis” (*p* = 0.011) and “ATP hydrolysis coupled proton transport” (*p* = 0.040), and GO Molecular Functions “protein tyrosine phosphatase activity” (*p* = 0.18). The full list of KEGG pathways related to up-regulated DEGs in SGA hippocampus is provided (Supplementary Table S5). Of the 46 KEGG pathways identified with an enrichment score >1.3, we focused on 22 that we felt had high relevance to expression pathways in the developing brain (Table 7). 

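A set of 137 genes of cAMP, calcium and synaptic signalling was written from gene symbols, since the gene lists behind the KEGG pathways were not used here. In SGA compared to AGA piglets, 86 members were higher and 51 lower, with a median log2 fold change of 0.024 (camera, FDR-adjusted p = 0.0493). Under a litter block, the median was 0.11 (camera, FDR-adjusted p = 2.26e-05). It was 0.088 among the piglets of cohort 1 and 0.075 among those of cohort 2, each without surrogate variables. The FDR p rose above 0.05 under 4 of the other settings, the highest being 0.114 among genes with at least 10 counts in every library. Per litter, the mean over the set was higher in the SGA piglet by 0.11 ± 0.17 on the log2 scale (SD, n = 12 litters), in 8 of 12 pairs (exact sign-flip test, two-sided, p = 0.0493, 0.16 after adjustment over 13 sets). Of the 137 members, 2 were up-regulated DEGs after adjustment over all genes (Fisher's exact test, p = 0.082). After adjustment over the list, 17 higher and 8 lower members had an FDR p under 0.4.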

The GO categories enriched for down-regulated DEGs in SGA piglets were the GO Biological Processes “translation” (*p* < 0.001) and “cell division” (*p* = 0.039) and GO Molecular Functions “structural constituent of ribosome” (*p* < 0.001). 

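Of 78 genes for proteins of the cytosolic ribosome, 73 were lower and 5 higher in SGA compared to AGA piglets, with a median log2 fold change of -0.11 (camera, FDR-adjusted p = 7.23e-23). When litter was a block, the median was -0.13 (camera, FDR-adjusted p = 4.69e-25). The preset correlation between genes of 0.01 matters for this test, since with the correlation estimated from the data the FDR p was 0.403. Members of this family have near-identical copies, whose reads may be shared or left out, which makes the value of any single one uncertain. Per litter, the mean over the set differed by -0.14 ± 0.17 on the log2 scale (SD, n = 12 litters) and was higher in the SGA piglet of 2 of the 12 pairs (exact sign-flip test, two-sided, p = 0.00977, 0.0635 after adjustment over 13 sets). Among the piglets of cohort 1 the median log2 fold change was -0.19, and among those of cohort 2 it was -0.093. Of 67 genes for mitochondrial ribosomal proteins, 50 were lower, with a median of -0.055 (camera, FDR-adjusted p = 0.00164), and -0.043 with the litter as a block (camera, FDR-adjusted p = 0.0058). It was -0.11 in cohort 1 and -0.012 in cohort 2, where the FDR p was 0.812. Between littermates the mean over this set differed by -0.051 ± 0.15 (SD, n = 12 litters), within the spread between litters (exact sign-flip test, two-sided, p = 0.25, 0.542 after adjustment). The mean difference was 0.010 in CON litters, where the SGA piglet was higher in 3 of 6 pairs, and -0.11 in HF litters, where it was higher in 1 of 6. A difference between the diets was not shown (camera for the interaction, FDR-adjusted p = 0.351). Of 132 genes of cell division, 66 were higher and 66 lower, with a median of 0.0002 (camera, FDR-adjusted p = 0.756). In the fit with litters as blocks, that median was -0.055 (camera, FDR-adjusted p = 0.0453), and the mean over the set was higher in the SGA piglet of 3 of the 12 pairs (difference -0.045 ± 0.067; exact sign-flip test, two-sided, p = 0.0273, 0.118 after adjustment).

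**Figure D3:**
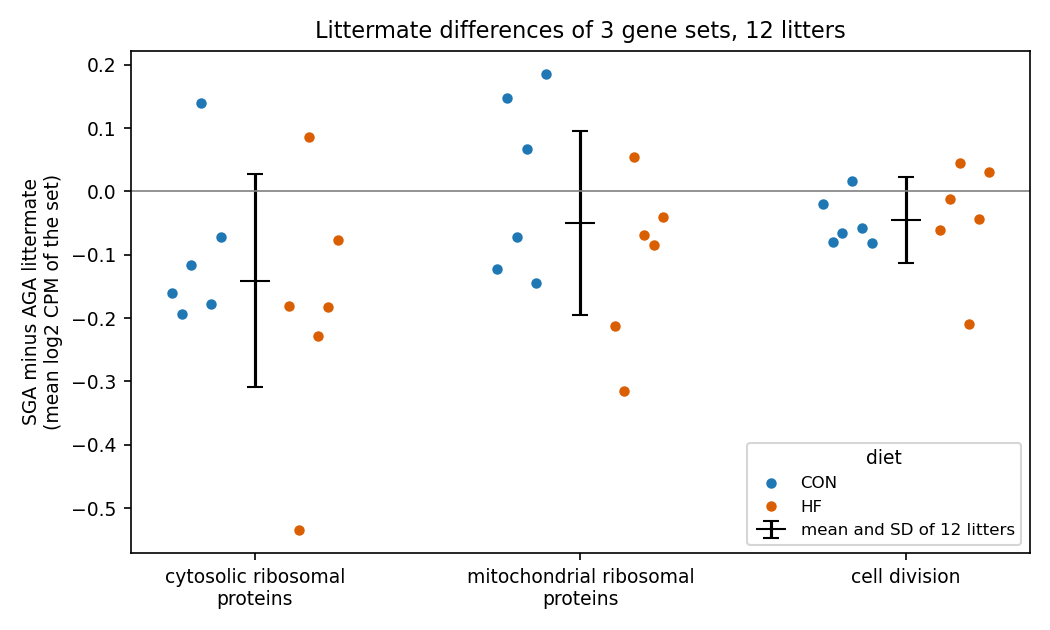
SGA minus AGA littermate difference in the mean log2 CPM of each set (vertical axis) for 3 gene sets, with 1 point per litter, blue for CON and orange for HF, and bars for the mean and SD of 12 litters. The cytosolic ribosomal proteins were higher in the SGA piglet of 2 litters, the mitochondrial ribosomal proteins in 4 and the cell division genes in 3.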

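Of the 27 genes down-regulated in SGA piglets, 21 have a gene symbol, and 6 of these encode proteins of the cytosolic ribosome. Of the 12362 tested genes with a symbol, 78 are members of this set (Fisher's exact test, p = 2.61e-09). That test takes genes as independent and leaves out the correlation between members, so its p can overstate the evidence. Between littermates, the adjusted p of the set was 0.0635 (exact sign-flip test, two-sided). Adjusted over the 78 members alone, 63 lower and 2 higher members had an FDR p under 0.4, and 28 had an FDR p under 0.05. RPL10 had 39.9 ± 5.29 CPM (SD, n = 12) in SGA and 48.7 ± 6.10 CPM (SD, n = 12) in AGA piglets, a log2 fold change of -0.34 (standard error 0.062, FDR-adjusted p = 0.217 in edgeR's quasi-likelihood test). RPL12 (gene 414416, chromosome 1 from 301871922 to 301875394) had 209 ± 17.6 CPM in SGA and 243 ± 29.8 CPM in AGA piglets, a log2 fold change of -0.22 (FDR-adjusted p = 0.224). RPS19 (gene 100518254, chromosome 6 from 46056524 to 46063482) had 331 ± 32.4 CPM in SGA and 408 ± 64.9 CPM in AGA piglets, a log2 fold change of -0.24 (FDR-adjusted p = 0.357). Each of these 3 genes was higher in the SGA piglet of 1 of the 12 pairs, and each stayed past the threshold with the litter as a block (-0.29, -0.21 and -0.29). Reads of near-identical copies may be shared or left out, which limits the value of each one.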

One KEGG pathway associated with down-regulated DEGs, “ribosome,” was enriched (*p* < 0.001) due to SGA.

**Table 7:** Pathway analysis of select up-regulated genes due to SGA in the hippocampus of 2 week-old piglets^a^.

**Top enriched KEGG pathways**	**Enrichment score**	**Gene count**	***P*-Value**	**Benjamini value^**b**^**
cAMP signaling pathway	1.89	8	8.20E-03	9.10E-02
Calcium signaling pathway	1.64	9	1.10E-03	2.70E-02
Circadian entrainment	1.64	7	1.40E-03	2.90E-02
Olfactory transduction	1.64	4	2.40E-03	4.00E-02
Oxytocin signaling pathway	1.64	8	3.70E-03	5.40E-02
Amphetamine addiction	1.64	5	8.10E-03	9.60E-02
Long-term potentiation	1.64	5	8.60E-03	8.80E-02
Cholinergic synapse	1.64	6	1.30E-02	1.20E-01
Dopaminergic synapse	1.64	6	1.70E-02	1.40E-01
Inflammatory mediator regulation of TRP channels	1.64	5	2.90E-02	2.00E-01
Retrograde endocannabinoid signaling	1.64	5	3.30E-02	2.10E-01
Glioma	1.64	4	4.10E-02	2.40E-01
Glutamatergic synapse	1.64	5	6.40E-02	3.00E-01
Wnt signaling pathway	1.64	5	7.00E-02	3.10E-01
GnRH signaling pathway	1.64	4	8.70E-02	3.60E-01
Neurotrophin signaling pathway	1.64	4	1.90E-01	5.60E-01
GABAergic synapse	1.64	3	2.70E-01	6.70E-01
ErbB signaling pathway	1.64	3	3.00E-01	6.90E-01
Morphine addiction	1.64	3	3.00E-01	6.90E-01
HIF-1 signaling pathway	1.64	3	3.50E-01	7.40E-01
Serotonergic synapse	1.64	3	3.70E-01	7.50E-01

a *Enrichment scores as determined by Functional Annotation Clustering in DAVID v.6.8, which rank overall importance of the annotation term groups. The most relevant 22 are displayed, see Supplementary Table S1 for complete list. AGA CON n = 6, AGA HF n = 6, SGA CON n = 6, SGA HF n = 6*.

b *Main effect of birth weight (i.e., SGA vs. AGA); the Benjamini value corrects for multiple comparisons*.

*AGA, appropriate for gestational age; SGA, small for gestational age*.

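Of the 19 genes up-regulated on the HF diet, 10 have a gene symbol, and 0 of these 10 belong to any of the 13 gene sets. At an unadjusted p under 0.05 in the quasi-likelihood test, 21 of the 78 cytosolic ribosomal protein genes and 6 of the 67 mitochondrial ribosomal protein genes were higher on the HF diet, and 0 of either set were lower. That test had no litter term. Between litter means the cytosolic set differed by 0.050 (exact permutation test, two-sided, p = 0.461) and the mitochondrial set by 0.022 (p = 0.53 in the same exact test). An effect of diet on these sets is therefore not shown.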

Although there was a main effect of diet on the transcription profile of the hippocampus, the 59 genes that were up-regulated by HF diet did not have gene enrichment >1.3. 

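Sets of immune genes were written from symbols, and their log2 fold changes compare HF with CON piglets over 24 piglets in the same model as the single genes. Genes of the major histocompatibility complex (MHC) and antigen presentation (24 genes) had a median of -0.19, with 20 lower and 4 higher (camera, FDR-adjusted p = 1.64e-06). Genes of the interferon and viral response (42 genes) had a median of -0.15, with 29 lower and 13 higher (camera, FDR-adjusted p = 0.047). MHC genes are close copies of one another and vary between animals, so reads may be split or lost among them. The cytokine and chemokine genes (38 genes) had a median of 0.0087 (camera, FDR-adjusted p = 0.732). The differences were not alike in the cohorts. Among the 12 piglets of cohort 1, the MHC set had a median of -0.62 (camera, FDR-adjusted p = 4.79e-27) and the interferon set -0.27 (camera, FDR-adjusted p = 2.22e-05). Among those of cohort 2 the medians were -0.12 (camera, FDR-adjusted p = 0.23) and -0.044 (camera, FDR-adjusted p = 0.301). With the correlation between genes estimated from the data, the FDR p was 0.0776 for the MHC set and 0.723 for the interferon set. With each litter's mean as 1 value, the MHC set differed by -0.43 on the log2 scale between 6 HF and 6 CON litters, where the SD between litters was 0.63 on the CON and 0.33 on the HF diet (exact permutation test, two-sided, p = 0.169). The interferon set differed by -0.13 (exact permutation test, two-sided, p = 0.658). Its mean in the CON litter of replicate 2 was 3.84, where the other CON litters lay between 2.41 and 2.73 and the HF litters between 2.40 and 3.10. That litter sets the direction of the difference, since the mean of the other CON litters lay below that of the HF litters. None of the 4 symbol-bearing genes among the 7 down-regulated on the HF diet belongs to these sets. Adjusted over the set alone, 13 of the 24 MHC genes had an FDR p under 0.4, all lower on the HF diet.

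**Figure D4:**
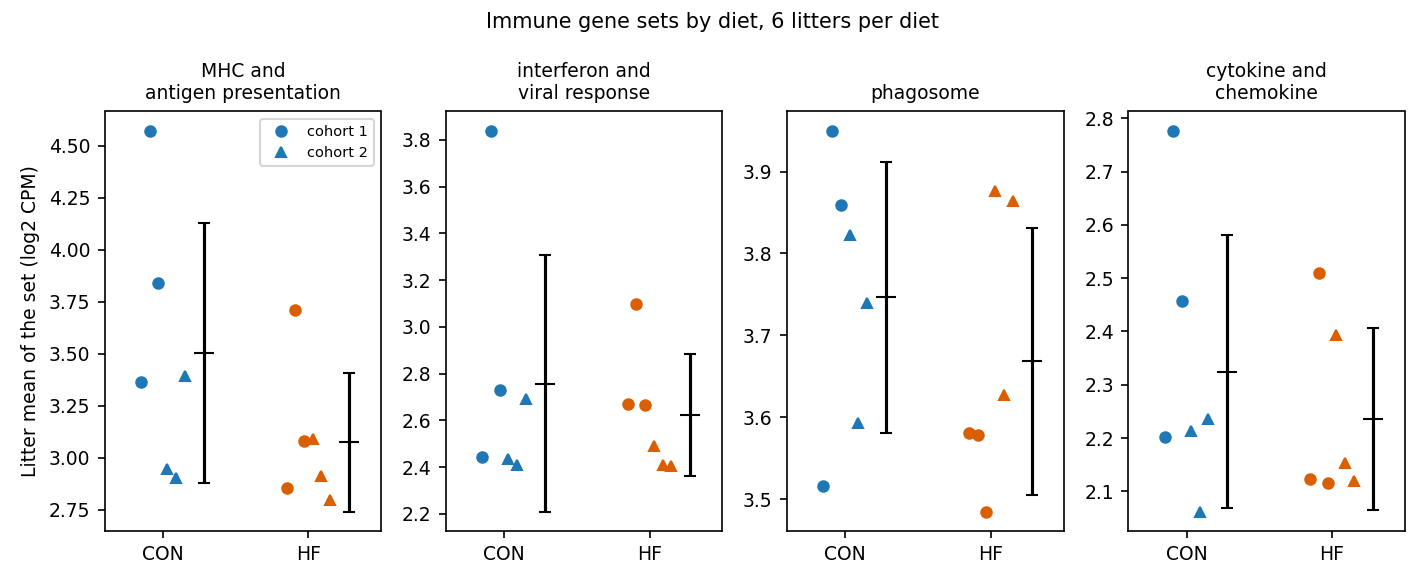
Litter mean of log2 CPM over each of 4 immune gene sets (vertical axes, with separate scales that do not start at 0) for CON and HF litters, with 1 point per litter, circles for cohort 1 and triangles for cohort 2, and bars for the mean and SD of 6 litters. The CON litter of replicate 2 is the highest in the MHC set, at 4.57, and the HF litters lie between 2.79 and 3.71.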

For down-regulated DEGs, however, the GO Biological Process enriched in HF piglets was “immune response” (*p* = 0.033), with enriched genes matching 10 KEGG pathways (Table 8). 

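Of the 8 DEGs of the interaction contrast, 4 have a gene symbol, and 0 of these belong to any of the 13 sets. In camera over the same contrast, 1 of the 13 sets had an FDR p under 0.05. This was the microglia set (25 genes), with a median interaction log2 fold change of -0.16, 18 members lower and 7 higher (camera, FDR-adjusted p = 0.0493). Computed from the differences between littermates without surrogate variables, the change of this set between the diets was 0.051, the opposite sign (exact permutation test, two-sided, p = 0.827).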

The size*diet interaction did not have gene enrichment that could be mapped to any clusters or pathways.

**Table 8:** Pathway analysis of down-regulated genes due to HF diet in the hippocampus of 2 week-old piglets^a^.

**Top enriched KEGG pathways**	**Enrichment score**	**Gene count**	***P*-Value**	**Benjamini value^**b**^**
Herpes simplex infection	2.3	6	4.40E-06	2.90E-04
Viral myocarditis	2.3	4	1.00E-04	3.40E-03
Graft-versus-host disease	2.3	3	7.10E-04	1.60E-02
Allograft rejection	2.3	3	8.60E-04	1.40E-02
Autoimmune thyroid disease	2.3	3	9.40E-04	1.20E-02
Type I diabetes mellitus	2.3	3	1.20E-03	1.30E-02
Antigen processing and presentation	2.3	3	4.60E-03	4.30E-02
HTLV-1 infection	2.3	4	7.90E-03	6.40E-02
Cell adhesion molecules (CAMs)	2.3	3	1.80E-02	1.30E-01
Phagosome	2.3	3	2.30E-02	1.50E-01

a *Enrichment scores as determined by Functional Annotation Clustering in DAVID v.6.8, which rank overall importance of the annotation term groups. AGA CON n = 6, AGA HF n = 6, SGA CON n = 6, SGA HF n = 6*.

b *Main effect of diet (i.e., CON vs. HF); the Benjamini value corrects for multiple comparisons*.

*CON, control; HF, hydrolyzed fat*.

### HF Diet Affects Performance in a Cognitive Task

During the acquisition phase of the test, piglet performance improved over time (*p* < 0.001. Figure 6) and all groups reached criterion by day 5, demonstrating that they learned the task. There was no effect of diet (*p* = 0.13) or size (*p* = 0.08) on piglet performance. There were no interactions.

**Figure 6:**
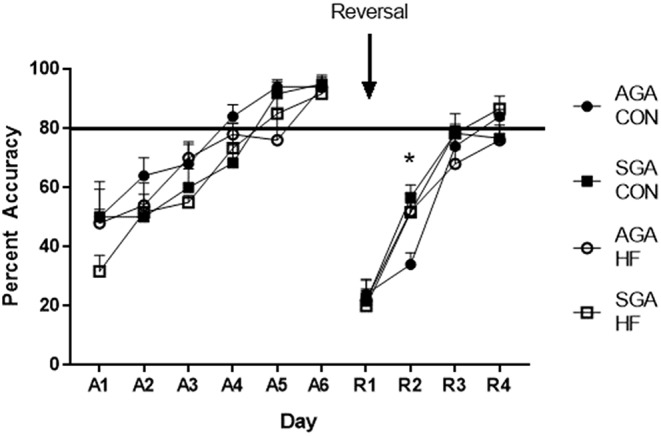
Accuracy of SGA and AGA piglets fed CON or HF formula in a spatial T-maze task. Performance of all groups of piglets during both the acquisition (A1–6) phase and the reversal (R1–4) phase of the T-maze task improved over time (*p* <0.001). There was no treatment effects during acquisition. There was a diet*day*size interaction during reversal (*p* = 0.026), due to AGA CON piglets lagging behind on R2 (*p* = 0.017). *p < 0.05. AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat. Data are presented as mean ± SEM, AGA CON *n* = 5, AGA HF *n* = 5, SGA CON *n* = 6, SGA HF *n* = 6.

There was an interaction of size*diet *day (*p* = 0.026) during reversal. All groups improved over time (*p* < 0.001; Figure 6). Slicing the 3-way interaction by day revealed that on reversal day 2 (R2), AGA CON piglets had lower accuracy compared to AGA HF piglets (*p* = 0.020), SGA CON piglets (*p* = 0.003), and SGA HF piglets (*p* = 0.018). There was no difference in performance between the groups on any other day of reversal (R1 *p* = 0.96, R3 *p* = 0.45, R4 *p* = 0.35).

## Discussion

During IUGR, affected fetuses undergo changes in circulation that redirect blood supply to the brain, known as the “brain-sparing effect.” The brain-sparing effect was thought to be an adaptation which preserved brain function at the cost of the rest of the body, but may actually be a maladaptive consequence of peripheral vascular congestion (34). The brain-sparing effect in IUGR infants has been correlated to worse neurodevelopmental outcomes including difficulties with creative problem solving, attention and executive functions, and visuomotor organization (35, 36). Brain to body weight ratios of SGA piglets in this study suggested that the brain-sparing effect had occurred. HF diet did not have an effect on brain weight or body weight in AGA or SGA piglets.

Infants born either premature or SGA due to IUGR have lower levels of DHA in cortical structures as maternal circulation becomes disrupted during the time when DHA uptake into the brain increases (37–39). We hypothesized that the HF formula diet would increase fatty acid availability and uptake into the brain, as the HF formula contains soy lecithin– a source of phospholipids such as phosphatidylcholine, phosphatidylethanolamine, and phosphatidylinositol (40). Phospholipids play an important role in brain development and myelination. A previous study showed that neonatal piglets supplemented with dietary phospholipids had increased brain weight, gray matter, and white matter volume compared to unsupplemented piglets (41). In addition, phospholipids serve as carriers of long chain polyunsaturated fatty acids (LC-PUFA) such as ARA and DHA, and lysophosphotidylcholine can facilitate LC-PUFA entry into the brain [reviewed in (42)]. In our experiment, fatty acid analysis revealed that HF fed piglets had increased levels of ARA in the hippocampus and cerebellum, potentially due to increased absorption and/or transport of ARA conjugated to PC or LPC lecithin or soybean free fatty acids and their subsequent conversion to ARA. Although ARA is generally associated with pro-inflammatory processes such as prostaglandin production, it has been shown to influence myelin producing oligodendrocytes depending on the microenvironmental context (43). ARA and one of its metabolites, 15(*S*)-hydroxyeicosatetraenoic acid [15(*S*)-HETE], activate the nuclear receptor peroxisome proliferator-activated receptor-γ (PPARγ), which has anti-inflammatory benefits and provides neuroprotection in a rat model of intracerebral hemorrhage (44). Since immune response gene expression pathways were down-regulated in the hippocampus of HF fed piglets, it is possible that increased ARA levels are mediating a more neurosupportive environment as opposed to neurotoxic. It is, however, important to do further studies to ensure that detrimentally high levels do not occur. HF diet did not increase the total amount of fatty acids in the cerebellum or hippocampus, nor did it change DHA levels. SGA status also did not affect DHA levels at 28 days old. It is possible that other brain regions, such as the internal capsule, midbrain, pons, or thalamus, may have altered DHA levels, however, it was not practical to test all regions.

MRI was performed to determine if HF diet would enhance brain growth or microstructure in SGA piglets. There were several brain regions in the SGA piglets likely affected by the brain-sparing effect, including the midbrain, pons, and thalamus, causing them to take up a larger percentage of total brain volume. Human IUGR fetuses also have increased relative thalamus volume, likely due to regional differences in susceptibility to insults and changes in blood flow that occur during IUGR (45). Our results therefore could be explained by increased regional blood flow during brain-sparing, which first occurs in the frontal lobe, then subsequently decreases as IUGR progresses followed by increased blood flow to the basal ganglia which includes the putamen (34, 45). Following patterns described previously (7), SGA piglets in our experiment had smaller absolute volumes of most brain regions, with increases in some relative volumes when normalized as described above. HF diet only affected the absolute volume of one region, the caudate nucleus, and increased the relative volumes of both cortices, internal capsule, medulla, midbrain, pons, putamen, and white matter in both SGA and AGA piglets. Therefore, while IUGR and HF diet both increased relative volume of ROIs, the mechanism by which this occurs is likely different, with IUGR associated with maladaptive redistributed blood flow and HF diet likely due to increased WM volume.

DTI, which measures the restrictions of water diffusion in the brain to determine microstructural tissue integrity (46), revealed decreased total WM integrity (FA) in SGA piglets. Radlowski et al. (7), also found decreased global FA in SGA piglets, suggesting widespread myelination defects in the SGA brain. WM primarily consists of myelinated axons and oligodendrocytes—cells that produce the lipid rich myelin, which insulates axons and improves electrical signals conduction. WM tract deficits due to SGA have been seen in several human studies as well (47–50). Decreased WM tract development is generally associated with reduced IQ (51, 52). In our study, there were no interactions of SGA and HF diet, therefore HF diet did not correct the deficits in WM microstructure in the SGA piglet brain. This finding may be due to the fact that the cortical structural changes caused by IUGR begin *in utero* [reviewed in (53)]; therefore it is unlikely that post-natal dietary intervention can alter these maladaptive structural changes after they have occurred. However, HF increased the total relative volume of WM as well as WM associated structures in both AGA and SGA piglets.

VBM analysis, which compares WM and GM composition between treatment groups, also revealed consistent effects of dietary treatment on WM volumes in both SGA and AGA piglets. HF fed piglets had greater WM volumes in several key structures such as the internal capsule. These findings are particularly interesting since the internal capsule was an area with decreased WM in SGA piglets in a previous study (7). The internal capsule consists of WM tracts that connect the cerebral cortex to lower motor neurons in the spinal cord. Deficits in this area are associated with poor motor control and abnormal gait in low birth weight infants (54).

RNA-sequencing was used to assess the effects of IUGR and HF diet on gene expression patterns in the hippocampus. Currently, there is very limited information about IUGR-related gene expression patterns in the hippocampus, therefore we hoped to provide some mechanisms for the learning difficulties seen in IUGR infants (7, 55) and if HF diet would correct them. Gene ontology and pathway analysis of up-regulated genes in the SGA hippocampus included protein tyrosine phosphatase activity, with half of the KEGG pathways directly related to brain development. Protein tyrosine phosphatases interact with cadherin-catenin complexes, which are essential for proper function of synapses (56). PTP1B is a protein tyrosine phosphatase that has been shown to play a role in normal function of dendritic spines, and knocking out PTP1B in the hippocampus of mice caused morphologically “immature” brains (57). Similar results are seen with other protein tyrosine phosphatases, suggesting they play an important role in modulating learning and memory (57, 58). Increased transcription of these pathways could indicate a breakdown of regulation due to IUGR, possibly affecting learning capability. Analysis of KEGG pathways in the SGA piglet hippocampi revealed upregulation of pathways involved in cAMP signaling, calcium signaling, long-term potentiation, and multiple types of synapses. cAMP signaling regulates many downstream biological processes such as Na^+^/Ca2^+^ influx through NMDA receptors and hyperexcitability in hippocampal neurons (59–61). 

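Of the genes in these pathways, CALM3 (gene 396838, chromosome 6 from 47824454 to 47834181), which encodes calmodulin, had 6788 ± 1185 CPM (SD, n = 12) in SGA and 5790 ± 844 CPM (SD, n = 12) in AGA piglets. Its log2 fold change was 0.14 (standard error 0.028, FDR-adjusted p = 0.224 in edgeR's quasi-likelihood test), and it was higher in the SGA piglet of 9 of 12 pairs. AGA CON replicate 2 was apart from its group at 4070 CPM. CAMK2A (gene 100626014, chromosome 2 from 158335771 to 158396987), which encodes a calcium/calmodulin-dependent kinase subunit, had 3603 ± 272 CPM in SGA and 3360 ± 302 CPM in AGA piglets. Its log2 fold change was 0.13 (standard error 0.03, FDR-adjusted p = 0.308), it was higher in the SGA piglet of 10 of 12 pairs, and SGA CON replicate 6 was apart at 2900 CPM. With the litter as a block, neither gene stayed past the threshold (log2 fold changes 0.23 and 0.10).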

Schober et al. found NMDA receptor subunit composition was affected by IUGR, which could be associated with synaptic hyperexcitability (62). Increased sodium ion flux through NMDA receptors is also associated with brain injury and neurotoxicity [reviewed by (63)]. These results improve understanding of the increased risk of mental illness in low birth weight infants (64). Along with the upregulation of multiple pathways, there was downregulation of genes associated with ribosomal subunits and cell division. This suggests altered protein translation in the hippocampus of IUGR infants. 

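CDK4 (gene 100144492, on an unplaced scaffold), which encodes a cyclin-dependent kinase, had 62.4 ± 3.34 CPM (SD, n = 12) in SGA and 72.7 ± 5.91 CPM (SD, n = 12) in AGA piglets. Its log2 fold change was -0.18 (standard error 0.043, FDR-adjusted p = 0.371 in edgeR's quasi-likelihood test), and it was lower in the SGA piglet of all 12 pairs. Under a litter block, its log2 fold change was -0.22, still past the threshold. It was the only DEG among the 132 cell division genes, of which 1 higher and 4 lower members had an FDR p under 0.4 after adjustment over the list. On the CON diet, the mean over the cytosolic ribosomal protein genes was higher in the SGA piglet of 1 of 6 pairs, with a mean difference of -0.096 on the log2 scale. On the HF diet it was higher in 1 of 6 pairs as well, with a mean difference of -0.19. From the down-regulation of genes of ribosomal subunits and cell division, the paper proposes that protein translation is altered in the hippocampus of IUGR infants.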

Combined with altered synaptic gene expression, these expression patterns may be associated with brain structure and functional differences observed in other studies of IUGR neonates (62, 65, 66).

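For the 21 genes called between SGA and AGA piglets on the CON diet, the difference between littermates was measured in the 6 HF litters, in the direction seen on the CON diet. The mean difference was 0.13 ± 0.15 on the log2 scale (SD, n = 6 litters), in that direction in 5 of 6 litters (exact sign-flip test, two-sided, p = 0.0938, where the smallest p that 6 litters allow is 0.0312). The mean in the CON litters, on which the genes were chosen, was 0.49 and is inflated by that choice. Of the 21 genes, 14 changed in the same direction in HF litters. Under 4 other ways to choose or scale the genes, the mean in HF litters lay between 0.12 and 0.21, in the same direction in 5 of 6 litters each time (exact sign-flip test, p = 0.0625 to 0.281). With the model's own estimates in place of littermate differences, 16 of the 21 genes had the same direction on the HF diet. Of the 21, 1 was also a DEG there.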

HF diet did not correct altered gene expression patterns observed in the SGA hippocampus. It did, however, decrease genes associated with viral infection and autoimmunity– largely in the phagosome pathway. This is noteworthy because microglia, the resident brain macrophage, phagocytize unwanted neural connections (synaptic pruning) as a normal part of perinatal brain development (67). 

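The phagosome set (34 genes) had a median log2 fold change of -0.077 in HF compared to CON piglets, with 24 lower and 10 higher (camera, FDR-adjusted p = 0.226), and 0 members were DEGs. Adjusted over the set alone, 0 members had an FDR p under 0.4, and 2 had an unadjusted p under 0.05, both lower. Without surrogate variables the median was -0.11 (camera, FDR-adjusted p = 0.0196). It was -0.21 among the 12 piglets of cohort 1 (camera, FDR-adjusted p = 7.47e-05) and 0.044 among those of cohort 2 (camera, FDR-adjusted p = 0.406), the opposite direction. Between 6 HF and 6 CON litters, the litter means differed by -0.078 (exact permutation test, two-sided, p = 0.433). A set of microglial marker genes (25 genes) had a median of -0.068, with 19 lower and 6 higher (camera, FDR-adjusted p = 0.0744). It was -0.37 in cohort 1 (camera, FDR-adjusted p = 3.53e-07) and 0.049 in cohort 2 (camera, FDR-adjusted p = 0.348). The microglia set was past an FDR p of 0.05 without surrogate variables, with sex and cohort, and with the replicate number as a block. Its litter means differed by -0.12 between the diets (exact permutation test, two-sided, p = 0.416).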

A recent study by Wlodarczyk et al. (68) examined the transcriptome of neonatal microglia and found downregulation of genes within the GO Term “immune response,” which could suggest a neurosupportive microglial phenotype that promotes myelination. It would therefore be interesting to pursue further studies of the effects of HF diet on neonatal microglial phenotypes.

To assess functional cognitive outcome, piglets underwent testing in the T-maze learning and memory task to determine if the HF dietary intervention could ameliorate the deficits in learning and memory seen by Radlowski et al. (7) or improve overall performance. The task is designed to assess function of the hippocampus, the brain region that plays a pivotal role in spatial learning and memory (29). In the present study, there were no effects of SGA or dietary intervention on the ability of the piglets to acquire the task. During the reversal phase, where the piglets must relearn the location of their individual reward bowl, AGA CON piglets lagged behind the SGA and HF groups on day 2 but caught up on day 3 with no difference in performance between the groups from that point. The reversal phase is a more sensitive measure of the animals' learning ability, as it requires them to unlearn the previously rewarded location and relearn the new one (29, 69, 70). The reversal phase is a widely used measure of cognitive flexibility, which involves several brain regions including the striatum, amygdala, medial prefrontal cortex (mPFC) and the orbitofrontal cortex (OFC), in addition to the hippocampus (71). HF diet may contribute to changes in these regions leading to improved reversal learning. Both the left cortex and right cortex along with the putamen, a component of the striatum, displayed increased relative brain volume as a result of HF diet. Additionally, VBM analysis showed increased white matter as an effect of HF diet in both the left and right cortex. It is possible that development of areas such as the OFC and mPFC were improved by HF diet—for example, improved myelination of OFC projections to the striatum. A limitation of this study, however, is that the pig MRI paradigm used does not afford the resolution to evaluate cortical regions at the level of detail needed to elucidate the exact mechanism, but this is a question to explore further in future experiments.

## Conclusion

This study is novel in that it assessed the effects of hydrolyzed fat diet on brain structure and development in an understudied but vulnerable neonatal population. We find in this study that HF diet did not affect body weight, brain weight, or brain to body weight ratio in AGA or SGA piglets. Based on DTI analysis, HF did not ameliorate the total WM microstructural deficits observed in SGA piglets. HF diet did increase the relative volume of WM and several WM tract-associated regions in both SGA and AGA piglets. HF decreased expression of genes associated with immune response in the hippocampus of both AGA and SGA piglets, but did not correct aberrant gene expression observed in the hippocampus of SGA piglets. When observing possible functional cognitive outcomes of the dietary intervention, we found that HF diet improved accuracy for AGA piglets in the spatial learning and memory T-maze task during the reversal phase. Overall, HF may help enhance WM development in the neonatal brain; however, more studies are needed to assess brain development long-term along with more tests to assess functional cognitive outcomes.

## Data Availability Statement

The data sets generated for this study can be found in NCBI GEO GSE134739 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134739).

## Ethics Statement

All animal care and experimental procedures were in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and approved by the University of Illinois at Urbana-Champaign Institutional Animal Care and Use Committee.

## Author Contributions

RJ and ER designed the study. MC, ER, and JW conducted research. MC, MN, JH, BL, JD, RL, and BS analyzed data. MC, JW, JD, BL, RL, BS, TD, and MK wrote the paper. RJ had primary responsibility for final content. All authors read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

Asp: aspartate
AGA: appropriate for gestational age
ARA: arachidonic acid
CON: control
DEG: differentially expressed genes
DHA: docosahexaenoic acid
DTI: diffusion tensor imaging
FA: fractional anisotropy
FDR: false discovery rate
FSL: FMRIB Software Library
Gln: gluatamine
Glu: glutamate
GM: gray matter
GPC: glycerophosphocholine
GSH: glutathione
HF: hydrolyzed fat
HOSO: high oleic safflower oil
Ins: myo-inositol
IUGR: intrauterine growth restriction
LC-PUFA: long chain polyunsaturated fatty acids
Lip: lipids
MM: macromolecules
MRI: magnetic resonance imaging
NAA: N-acetylaspartate
NAAG: N-acetylaspartylglutamate
PCr: phosphocreatine
PRESS: Point RESolved Spectroscopy
ROI: region of interest
RQN: RNA quality number
Scyllo: scyllo-inositol
SGA: small for gestational age
sv: surrogate variable
SVS: single voxel spectroscopy
TKX: telazol:ketamine:xylazine
TMM: trimmed mean of M-values
VBM: voxel based morphometry
WM: white matter.

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 1

Supplementary Material

| **Supplementary Table 1.** Effects of birth weight and HF on absolute brain region volumes in mm^3^ of 4-wk-old piglets^1^ | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Treatment | | | | Pooled SEM | P – value^2^ | | |
| Region of Interest | AGA CON | AGA  HF | SGA CON | SGA HF |  | Size | Diet | Size*Diet |
|  |  |  |  |  |  |  |  |  |
| Caudate | 522.6 | 484.1 | 468.6 | 446.2 | 29.5 | **0.004** | **0.048** | 0.587 |
| Cerebellum | 6471.3 | 6434.8 | 5757.9 | 5568.5 | 354.4 | **<0.001** | 0.529 | 0.670 |
| Cerebral Aqueduct | 46.6 | 46.0 | 47.8 | 46.0 | 3.5 | 0.733 | 0.506 | 0.729 |
| Corpus Callosum | 397.2 | 391.6 | 368.4 | 358.1 | 23.1 | **0.011** | 0.495 | 0.840 |
| Fourth Ventricle | 50.7 | 49.9 | 47.2 | 47.9 | 3.1 | 0.088 | 0.947 | 0.639 |
| Grey Matter | 40341.5 | 38277.6 | 35985.0 | 35048.2 | 2511.5 | **0.005** | 0.242 | 0.657 |
| Hypothalamus | 261.8 | 254.3 | 237.1 | 235.7 | 15.0 | **0.008** | 0.559 | 0.691 |
| Internal Capsule | 1539.3 | 1614.8 | 1420.6 | 1454.9 | 104.6 | **0.013** | 0.303 | 0.697 |
| Lateral Ventricle | 539.2 | 460.1 | 448.5 | 416.1 | 45.6 | **0.007** | **0.022** | 0.157 |
| Left Cortex | 17385.8 | 17271.9 | 15662.3 | 15664.9 | 946.0 | **0.001** | 0.907 | 0.903 |
| Left Hippocampus | 500.3 | 488.8 | 446.7 | 427.9 | 28.7 | **<0.001** | 0.301 | 0.802 |
| Medulla | 1960.4 | 1963.4 | 1690.0 | 1730.4 | 114.5 | **<0.001** | 0.708 | 0.747 |
| Midbrain | 1939.2 | 1972.3 | 1762.9 | 1799.8 | 102.2 | **0.002** | 0.499 | 0.970 |
| Olfactory Bulb | 2524.0 | 2671.5 | 2218.4 | 2187.1 | 187.6 | **<0.001** | 0.540 | 0.348 |
| Pons | 1135.6 | 1141.5 | 1043.7 | 1075.6 | 54.3 | **0.007** | 0.492 | 0.636 |
| Putamen | 411.8 | 419.8 | 385.1 | 388.9 | 26.7 | **0.040** | 0.661 | 0.876 |
| Right Cortex | 18101.5 | 17905.0 | 16082.4 | 16106.6 | 1019.9 | **<0.001** | 0.867 | 0.830 |
| Right Hippocampus | 521.4 | 505.4 | 458.5 | 438.5 | 29.3 | **<0.001** | 0.228 | 0.892 |
| Thalamus | 1685.3 | 1656.3 | 1525.4 | 1530.0 | 83.6 | **0.002** | 0.773 | 0.690 |
| Third Ventricle | 47.6 | 48.7 | 46.9 | 47.2 | 3.2 | 0.492 | 0.663 | 0.807 |
| White Matter | 17904.7 | 19111.4 | 15894.1 | 16159.5 | 1445.8 | **0.002** | 0.317 | 0.520 |
| Whole Brain | 73806.2 | 71335.3 | 64942.3 | 63026.5 | 3658.8 | **0.041** | 0.081 | 0.592 |

^1^Values are means of 7-9 replicate pigs with MRI data collected at 26-29 d of age. Volumes are in units of mm^3^.

^2^Size, main effect of birth weight (i.e. AGA vs. SGA); Diet, main effect of dietary intervention (i.e. HF vs. CON); Size*Diet, interaction effect of birth weight and dietary intervention.

Abbreviations: AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 2

Supplementary Material

^1^Values are means of 6-8 replicate pigs with MRI data collected at 26-29 d of age. Fractional anisotropy expressed in FA units; radial diffusivity, axial diffusivity, and mean diffusivity expressed as x 10^-3^ mm^2^ / sec.

^2^Size, main effect of birth weight (i.e. AGA vs. SGA); Diet, main effect of dietary intervention (i.e. HF vs. CON); Size*Diet, interaction effect of birth weight and dietary intervention

Abbreviations: AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat. Data are presented as means and pooled SEM

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 3

Supplementary Material

| **Supplementary Table 3.** Fatty acid composition of piglet hippocampus (mg/g) | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | AGA | | SGA | | P-value | | |
| **FAME** | **CON** | **HF** | **CON** | **HF** | Size | Diet | Size*Diet |
| **14:0** | 0.14±.01 | 0.12±.01 | 0.14±.01 | 0.12±.01 | 0.773 | **0.004** | 0.649 |
| **16:0 DMA** | 0.68±.07 | 0.68±.09 | 0.66±.08 | 0.72±.10 | 0.758 | 0.284 | 0.251 |
| **16:0** | 4.30±.21 | 4.39±.14 | 4.33±.20 | 4.48±.22 | 0.396 | 0.082 | 0.646 |
| **16:1n9** | 0.12±.01 | 0.13±.02 | 0.13±.01 | 0.13±.01 | 0.936 | 0.726 | 0.761 |
| **16:1n7** | 0.23±.02 | 0.22±.03 | 0.24±.03 | 0.24±.04 | 0.236 | 0.907 | 0.740 |
| **18:0 DMA** | 1.05±.05 | 1.08±.08 | 1.05±.06 | 1.07±.07 | 0.614 | 0.248 | 0.785 |
| **18:1 DMA** | 0.40±.06 | 0.40±.10 | 0.39±.08 | 0.42±.09 | 0.702 | 0.604 | 0.633 |
| **18:0** | 5.65±.22 | 5.70±.28 | 5.61±.25 | 5.67±.29 | 0.728 | 0.510 | 0.955 |
| **18:1n9** | 4.05±.37 | 4.02±.50 | 3.94±.53 | 4.29±.64 | 0.664 | 0.387 | 0.296 |
| **18:1n7** | 1.20±.13 | 1.26±.13 | 1.17±.11 | 1.22±.11 | 0.401 | 0.216 | 0.855 |
| **18:2n6** | 0.32±.03 | 0.31±.03 | 0.32±.05 | 0.32±.04 | 0.624 | 0.617 | 0.483 |
| **20:0** | 0.14±.02 | 0.14±.02 | 0.14±.02 | 0.15±.03 | 0.463 | 0.219 | 0.453 |
| **20:1n9** | 0.15±.02 | 0.15±.03 | 0.15±.02 | 0.18±.05 | 0.379 | 0.236 | 0.324 |
| **20:2n6** | 0.08±.01 | 0.09±.02 | 0.08±.02 | 0.09±.02 | 0.937 | 0.188 | 0.586 |
| **20:3n6** | 0.13±.02 | 0.12±.01 | 0.12±.02 | 0.12±.01 | 0.526 | 0.094 | 0.398 |
| **20:4n6** | 2.26±.07 | 2.37±.11 | 2.25±.09 | 2.31±.14 | 0.317 | **0.028** | 0.557 |
| **22:0** | 0.21±.03 | 0.21±.05 | 0.21±.05 | 0.23±.05 | 0.713 | 0.578 | 0.555 |
| **22:1n9** | 0.08±.02 | 0.08±.03 | 0.07±.02 | 0.08±.03 | 0.990 | 0.362 | 0.498 |
| **22:2n6** | 0.09±.02 | 0.10±.03 | 0.09±.03 | 0.10±.02 | 0.792 | 0.550 | 0.843 |
| **22:4n6** | 1.07±.07 | 1.11±.04 | 1.08±.08 | 1.06±.11 | 0.529 | 0.704 | 0.254 |
| **22:5n6** | 0.48±.03 | 0.52±.09 | 0.50±.08 | 0.55±.10 | 0.382 | 0.121 | 0.864 |
| **22:5n3** | 0.05±.01 | 0.04±.01 | 0.06±.01 | 0.05±.01 | **0.008** | **<0.001** | 0.553 |
| **24:0** | 0.26±.06 | 0.27±.08 | 0.27±.09 | 0.29±.08 | 0.594 | 0.593 | 0.755 |
| **22:6n3** | 1.54±.19 | 1.50±.18 | 1.52±.19 | 1.46±.24 | 0.659 | 0.490 | 0.937 |
| **24:1n9** | 0.39±.08 | 0.41±.12 | 0.39±.10 | 0.43±.09 | 0.715 | 0.329 | 0.907 |
| **TUFA** | 0.63±.10 | 0.63±.14 | 0.59±.13 | 0.66±.15 | 0.982 | 0.409 | 0.442 |

Values presented as the means ± SEM of concentration of fatty acids of 8-9 replicate pigs collected at 26-29 d of age

^2^Size, main effect of birth weight (i.e. AGA vs. SGA); Diet, main effect of dietary intervention (i.e. HF vs. CON); Size*Diet, interaction effect of birth weight and dietary intervention.

Abbreviations: AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; FAME, fatty acid methyl ester; DMA, dimethylacetal; TUFA, total unidentified fatty acids.

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 4

Supplementary Material

| **Supplementary Table 4.** Fatty acid composition of piglet cerebellum (mg/g) | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | AGA | | SGA | | P-value | | |
| **FAME** | **CON** | **HF** | **CON** | **HF** | Size | Diet | Size*Diet |
| **14:0** | 0.10±.01 | 0.08±.01 | 0.09±.01 | 0.09±.10 | 0.630 | **<0.001** | 0.18 |
| **16:0 DMA** | 0.58±.07 | 0.57±.05 | 0.55±.08 | 0.57±.04 | 0.400 | 0.909 | 0.557 |
| **16:0** | 3.76±.27 | 3.81±.16 | 3.7±.27 | 3.79±.23 | 0.634 | 0.381 | 0.867 |
| **16:1n9** | 0.10±.01 | 0.11±.02 | 0.10±.01 | 0.11±.02 | 0.617 | 0.248 | 0.967 |
| **16:1n7** | 0.15±.02 | 0.16±.01 | 0.15±.03 | 0.15±.02 | 0.727 | 0.537 | 0.814 |
| **18:0 DMA** | 0.83±.08 | 0.83±.06 | 0.80±.08 | 0.80±.08 | 0.231 | 0.966 | 0.932 |
| **18:1 DMA** | 0.37±.07 | 0.35±.07 | 0.37±.08 | 0.34±.05 | 0.676 | 0.317 | 0.808 |
| **18:0** | 4.48±.39 | 4.53±.29 | 4.38±.40 | 4.41±.35 | 0.384 | 0.774 | 0.927 |
| **18:1n9** | 3.64±.46 | 3.54±.35 | 3.55±.39 | 3.45±.34 | 0.478 | 0.460 | 0.986 |
| **18:1n7** | 0.97±.15 | 0.98±.10 | 0.91±.16 | 0.93±.13 | 0.239 | 0.762 | 0.963 |
| **18:2n6** | 0.29±.04 | 0.27±.03 | 0.28±.05 | 0.27±.03 | 0.607 | 0.340 | 0.647 |
| **20:0** | 0.14±.03 | 0.13±.02 | 0.13±.03 | 0.14±.02 | 0.763 | 0.727 | 0.661 |
| **20:1n9** | 0.22±.04 | 0.21±.05 | 0.23±.06 | 0.20±.03 | 0.868 | 0.313 | 0.381 |
| **20:2n6** | 0.06±.01 | 0.06±.01 | 0.06±.01 | 0.06±.01 | 0.446 | 0.334 | 0.920 |
| **20:3n6** | 0.11±.02 | 0.10±.01 | 0.10±.02 | 0.09±.01 | 0.164 | 0.121 | 0.776 |
| **20:4n6** | 1.84±.11 | 1.94±.09 | 1.80±.19 | 1.89±.14 | 0.409 | 0.063 | 0.998 |
| **22:0** | 0.17±.05 | 0.15±.03 | 0.15±.06 | 0.15±.03 | 0.604 | 0.547 | 0.667 |
| **22:1n9** | 0.05±.02 | 0.05±.01 | 0.05±.02 | 0.05±.01 | 0.639 | 0.464 | 0.765 |
| **22:2n6** | 0.05±.01 | 0.05±.01 | 0.05±.01 | 0.05±.01 | 0.914 | 0.821 | 0.822 |
| **22:4n6** | 0.71±.07 | 0.73±.05 | 0.69±.06 | 0.72±.05 | 0.501 | 0.176 | 0.853 |
| **22:5n6** | 0.30±.04 | 0.36±.05 | 0.30±.06 | 0.38±.06 | 0.596 | **0.001** | 0.507 |
| **22:5n3** | 0.07±.01 | 0.06±.01 | 0.07±.01 | 0.06±.01 | 0.533 | **0.050** | 0.538 |
| **24:0** | 0.20±.07 | 0.18±.05 | 0.17±.07 | 0.18±.04 | 0.511 | 0.802 | 0.596 |
| **22:6n3** | 1.64±.15 | 1.62±.06 | 1.64±.15 | 1.55±.12 | 0.437 | 0.203 | 0.366 |
| **24:1n9** | 0.37±.14 | 0.36±.11 | 0.35±.14 | 0.35±.08 | 0.756 | 0.832 | 0.959 |
| **TUFA** | 0.52±.12 | 0.49±.10 | 0.49±.14 | 0.46±.08 | 0.467 | 0.429 | 0.919 |

Values presented as the means ± SEM of concentration of fatty acids of 8-9 replicate pigs collected at 26-29 d of age

^2^Size, main effect of birth weight (i.e. AGA vs. SGA); Diet, main effect of dietary intervention (i.e. HF vs. CON); Size*Diet, interaction effect of birth weight and dietary intervention.

Abbreviations: AGA, appropriate for gestational age; SGA, small for gestational age; CON, control; HF, hydrolyzed fat; FAME, fatty acid methyl ester; DMA, dimethylacetal; TUFA, total unidentified fatty acids.

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 5

Supplementary Material

| **Supplementary Table 5**. Pathway analysis of up-regulated genes due to SGA in the hippocampus of 2-wk-old piglets^1^ | | | | |
| --- | --- | --- | --- | --- |
| Top Enriched Kegg Pathways | Enrichment Score | Gene Count | P-value | Benjamini value^2^ |
| Gastric acid secretion | 1.89 | 8 | 1.20E-05 | 1.80E-03 |
| Salivary secretion | 1.89 | 7 | 2.10E-04 | 1.50E-02 |
| Adrenergic signaling in cardiomyocytes | 1.89 | 9 | 3.30E-04 | 1.20E-02 |
| Insulin secretion | 1.89 | 7 | 5.20E-04 | 1.60E-02 |
| Cardiac muscle contraction | 1.89 | 6 | 1.70E-03 | 3.10E-02 |
| cAMP signaling pathway | 1.89 | 8 | 8.20E-03 | 9.10E-02 |
| Endocrine and other factor-regulated calcium reabsorption | 1.89 | 4 | 1.60E-02 | 1.40E-01 |
| Bile secretion | 1.89 | 4 | 2.30E-02 | 1.70E-01 |
| Thyroid hormone synthesis | 1.89 | 4 | 4.70E-02 | 2.60E-01 |
| Thyroid hormone signaling pathway | 1.89 | 5 | 6.20E-02 | 3.00E-01 |
| Pancreatic secretion | 1.89 | 4 | 7.10E-02 | 3.10E-01 |
| Aldosterone-regulated sodium reabsorption | 1.89 | 3 | 9.60E-02 | 3.70E-01 |
| Gastric acid secretion | 1.64 | 8 | 1.20E-05 | 1.80E-03 |
| Aldosterone synthesis and secretion | 1.64 | 7 | 3.20E-04 | 1.60E-02 |
| Adrenergic signaling in cardiomyocytes | 1.64 | 9 | 3.30E-04 | 1.20E-02 |
| Insulin secretion | 1.64 | 7 | 5.20E-04 | 1.60E-02 |
| Calcium signaling pathway | 1.64 | 9 | 1.10E-03 | 2.70E-02 |
| Circadian entrainment | 1.64 | 7 | 1.40E-03 | 2.90E-02 |
| Olfactory transduction | 1.64 | 4 | 2.40E-03 | 4.00E-02 |
| Oxytocin signaling pathway | 1.64 | 8 | 3.70E-03 | 5.40E-02 |
| Melanogenesis | 1.64 | 6 | 5.30E-03 | 7.00E-02 |
| Amphetamine addiction | 1.64 | 5 | 8.10E-03 | 9.60E-02 |
| cAMP signaling pathway | 1.64 | 8 | 8.20E-03 | 9.10E-02 |
| Long-term potentiation | 1.64 | 5 | 8.60E-03 | 8.80E-02 |
| Cholinergic synapse | 1.64 | 6 | 1.30E-02 | 1.20E-01 |
| Dopaminergic synapse | 1.64 | 6 | 1.70E-02 | 1.40E-01 |
| Glucagon signaling pathway | 1.64 | 5 | 2.00E-02 | 1.60E-01 |
| Inflammatory mediator regulation of TRP channels | 1.64 | 5 | 2.90E-02 | 2.00E-01 |
| Retrograde endocannabinoid signaling | 1.64 | 5 | 3.30E-02 | 2.10E-01 |
| Glioma | 1.64 | 4 | 4.10E-02 | 2.40E-01 |
| Glutamatergic synapse | 1.64 | 5 | 6.40E-02 | 3.00E-01 |
| Wnt signaling pathway | 1.64 | 5 | 7.00E-02 | 3.10E-01 |
| GnRH signaling pathway | 1.64 | 4 | 8.70E-02 | 3.60E-01 |
| Proteoglycans in cancer | 1.64 | 6 | 9.30E-02 | 3.70E-01 |
| Tuberculosis | 1.64 | 5 | 1.10E-01 | 3.80E-01 |
| Oocyte meiosis | 1.64 | 4 | 1.50E-01 | 4.80E-01 |
| Vascular smooth muscle contraction | 1.64 | 4 | 1.60E-01 | 5.00E-01 |
| Neurotrophin signaling pathway | 1.64 | 4 | 1.90E-01 | 5.60E-01 |
| GABAergic synapse | 1.64 | 3 | 2.70E-01 | 6.70E-01 |
| ErbB signaling pathway | 1.64 | 3 | 3.00E-01 | 6.90E-01 |
| Morphine addiction | 1.64 | 3 | 3.00E-01 | 6.90E-01 |
| Estrogen signaling pathway | 1.64 | 3 | 3.50E-01 | 7.40E-01 |
| HIF-1 signaling pathway | 1.64 | 3 | 3.50E-01 | 7.40E-01 |
| Serotonergic synapse | 1.64 | 3 | 3.70E-01 | 7.50E-01 |
| Rap1 signaling pathway | 1.64 | 4 | 4.60E-01 | 8.20E-01 |
| Ras signaling pathway | 1.64 | 4 | 4.90E-01 | 8.40E-01 |

^1^Enrichment scores as determined by Functional Annotation Clustering in DAVID v.6.8, which rank overall importance of the annotation term groups.

^2^Main effect of birth weight (i.e. SGA vs. AGA); the Benjamini value corrects for multiple comparisons

Abbreviations: AGA, appropriate for gestational age; SGA, small for gestational age

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 6

Supplementary Material

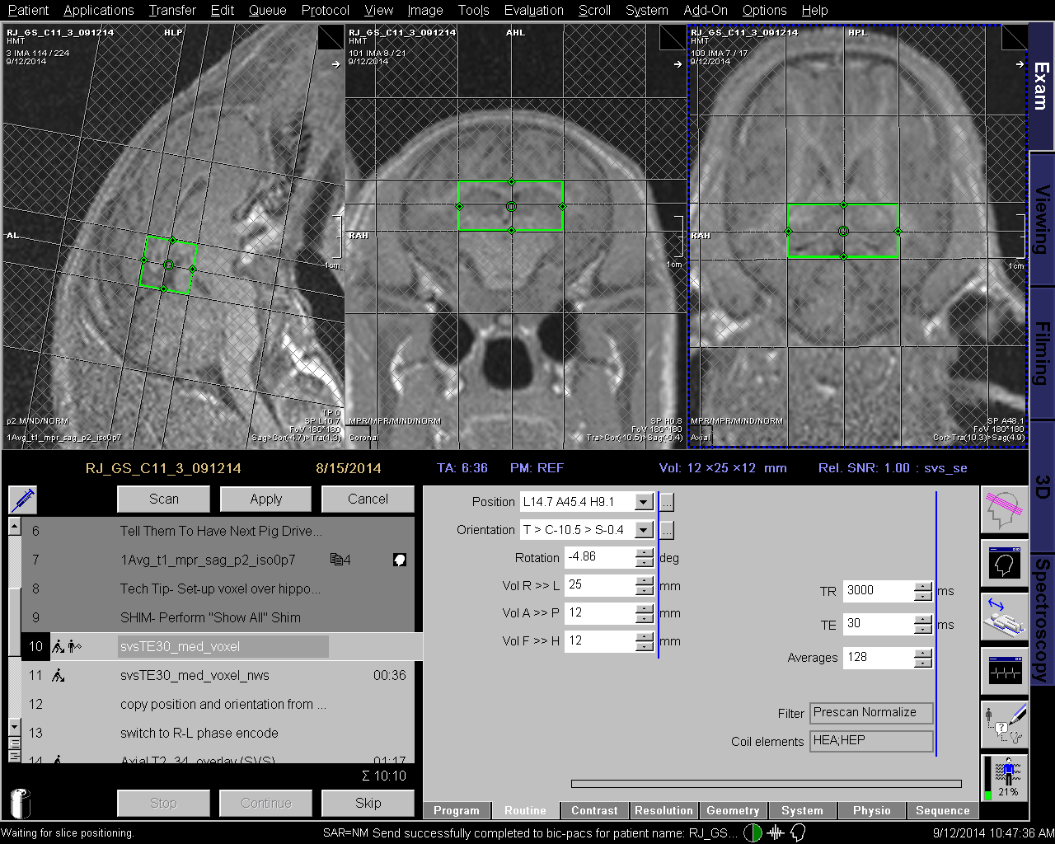

**Supplementary Figure 1**. Representative placement of the single voxel spectroscopy over the hippocampi. The cross-hatched regions show regional saturation bands.

# Supplementary material for: Hydrolyzed Fat Formula Increases Brain White Matter in Small for Gestational Age and Appropriate for Gestational Age Neonatal Piglets
**Source:** Front Pediatr. 2020 Feb 12;8:32. doi: 10.3389/fped.2020.00032
**Supplement:** Supplementary file 7

Supplementary Material

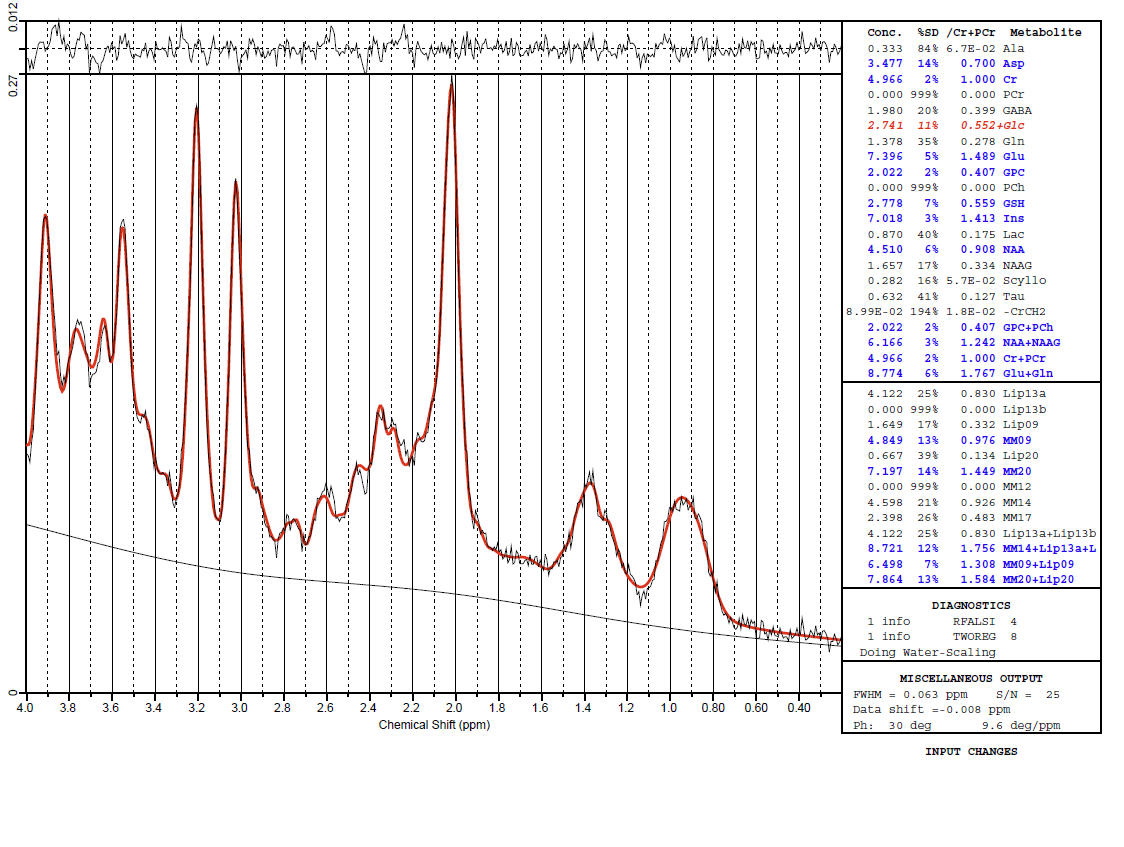

**Supplementary Figure 2**. Representative example of piglet magnetic resonance spectroscopy spectra.

How the deposited data were processed for this re-analysis (not part of the article)

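Hippocampal RNA from 24 piglets collected at 14 days of age was sequenced, with 6 piglets in each of the AGA CON, AGA HF, SGA CON and SGA HF groups. The group and replicate number of each library were taken from the sample labels and the paper. In these labels an SGA and an AGA piglet with the same replicate number on the same diet are littermates, which gives 12 litters, 6 on each diet. Replicates 1 to 3 form the first cohort and replicates 4 to 6 the second. Piglets with the same number on different diets have different pair labels and were taken as different litters. Neither the labels nor the paper state whether different pairs shared a sow. The brain imaging, fatty acid, maze and body weight measurements of the paper were not analysed here.

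The authors trimmed adapters and low-quality bases, aligned the single-end reads to the Sscrofa10.2 pig genome with STAR, and counted reads on the exons of each Entrez gene with featureCounts, using the strand of the reads. They deposited these whole-number counts for each library, without filtering or normalization. The 24 files list the same 38882 genes and 1 entry without an identifier, which holds mitochondrial ribosomal and transfer RNA features and was left out of all tests. Reads that align to several places are left out by the authors' counting in its default setting, so members of gene families with near-identical copies, such as ribosomal protein and MHC genes, are less certain than other genes. Gene names come from a table of the Sscrofa11.1 assembly matched on the gene identifier. Of the 38882 genes, 23036 matched and 15993 had a symbol. Coordinates are those in the deposited files, and chromosome numbers were assigned by the majority of the genes on each sequence in the name table.

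Total counts on the listed genes ranged from 6017336 to 9284355, with a median of 7346072. At these totals 3 counts correspond to 0.323 to 0.499 CPM, so genes near that level cannot be told from absent ones in a single library. Floors and intervals of this kind cover counting error only, since reads were not tagged by molecule. The common biological coefficient of variation was 0.117, and the median standard error of a log2 fold change was 0.105 for the main effect of size and 0.143 for the pairwise comparisons.

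All statistics were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0. Counts were normalized by the TMM method, and the 16326 genes with at least 1 CPM in at least 3 libraries were tested. Each gene was fitted with edgeR's quasi-likelihood method (glmQLFit and glmQLFTest) on the 4 groups, sex and 5 surrogate variables. The surrogate variables were estimated with sva on log2 CPM with a prior count of 2, with sex in the null model. Sex was taken from the design and checked against EIF1AY, which had between 138 and 238 counts in the 12 males and 0 in the 12 females. The 7 contrasts were the main effects of size and diet, their interaction, and the 4 pairwise comparisons. The Benjamini-Hochberg FDR was computed over all 7 contrasts together. The paper's statistics section sets significance at a p of 0.05 for its data in general, without naming the DEGs or an adjustment. For DEGs its text names the FDR p under 0.4 of its heat map, and that threshold was used. CPM values in the text use TMM-scaled library sizes.

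The genes named in the text were chosen by a fixed rule. For size they are the 5 up-regulated and 5 down-regulated DEGs with a symbol and the largest log2 fold change that changed in the same direction in at least 10 of the 12 littermate pairs. For diet they are the DEGs with the smallest p, up to 5 in each direction, for the interaction up to 2 in each direction and for each pairwise comparison 1 in each direction. Up to 4 DEGs of each gene set and the phosphatase that the paper names were added. Results of some single genes are not reported here. LOC100623670, LOC100623458 and HPS1 fall outside this rule and were singled out after their values were seen.

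The gene lists behind the paper's DAVID and KEGG results were not used here. In their place 13 gene sets were written by symbol and tested with limma's camera on the edgeR fit, with the preset correlation between genes of 0.01. The Benjamini-Hochberg adjustment covers 39 tests, for the 13 sets in the size, diet and interaction contrasts, with a threshold of 0.05. Fisher's exact test compared DEGs in a set with the 12362 tested genes that have a symbol, and takes genes as independent. For each set, the mean log2 CPM was also compared between littermates with an exact sign-flip test over 12 litters, and between diets with an exact permutation test over 6 against 6 litter means, all two-sided. The share of variance in log2 CPM accounted for by size and by diet was compared with all 2048 exchanges within littermate pairs and all 462 reassignments of litters, and that of litter with all 1296 pairings of SGA with AGA piglets within diet and cohort, of which 16 keep sex as well (the real pairing included in each).

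The pairing of replicates comes from the sample labels and the paper. It was checked by the correlation across genes of the deviations from group means. It averaged 0.154 in the 12 littermate pairs, compared to 0.031 in 24 pairs from other litters of the same diet and cohort and 0.090 in the 8 of those of the same sex. Over all 60 pairs from other litters on the same diet the mean was -0.031, which is set by the littermate value, because deviations sum to 0 within a group. All 60 pairs of libraries within a group differed by more than sampling noise, with a chi-square per gene of 5.45 to 28.8, and 0 were identical.

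The fit was tested on simulated counts with 200 genes changed between SGA and AGA piglets, some of which fell under the filter. Of 199 changed genes tested at a fold of 1.25, 79 were recovered (39.7%), and 13.2% of the calls were false. At a fold of 1.5, 135 of 195 were recovered (69.2%), with 18.2% false, and at a fold of 2, 187 of 199 (94.0%), with 21.4% false. Genes were also called for diet, which was not changed in these simulations, with 12 at a fold of 1.25, 19 at 1.5 and 55 at 2. With no changed genes, 0 were called in either contrast. A simulated set of 78 genes that was moved had a camera p of 1.41e-14, and one that was not moved had a p of 0.303. The simulated counts held no litter, cohort, sex or tissue differences and no correlation between genes. Their dispersion came from the fit with surrogate variables. These rates therefore do not show how the fit behaves on the real counts. There, exchanged labels gave as many as 80 DEGs for size and 128 for diet.

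The design, the sample mapping, the gene sets, the rule for named genes and a list of alternative settings were fixed before the data were examined. These alternatives cover the test (limma voom, DESeq2), the normalization (RLE), the filter on low counts, the number of surrogate variables, cohort as a term, each cohort alone, the litter or the replicate number as a block, the FDR threshold and how it is computed, and for gene sets the estimated correlation, a rotation test and the members included. Others were chosen after the DEG counts of the paper and those found here had been compared. They are 15 settings of the filter, 3 changes of a single choice, and 13 limma voom configurations that combined a filter of 0.6 CPM with different surrogate variable inputs. This was a search for settings near the paper's counts, so what it found is no independent evidence of how the paper's counts were made, and it did not alter the results at the claims.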

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

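The tests of GH1 without a single library, of the mix of tissue behind the myelin genes, of library depth by which library was deeper and of the MHC set without a single litter were chosen only after the result was seen.

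In groups of 6 piglets, a single piglet stood apart from the others (Dixon's criterion at the 95% level) in 26 of 204 groups tested, where 10.2 would be expected by chance. Of these, 10 were in AGA CON replicate 2. That piglet had 1.81 CPM of TNMD (0.133 to 0.42 in the other 5 piglets of its group), 4240 CPM of PEA15 (3440 to 3700), 41.4 CPM of LRRC73 (72.7 to 87.7), 98.0 CPM of FXYD7 (48.9 to 66.2) and 4070 CPM of CALM3 (6110 to 7000). Its mean log2 CPM was 5.40 over the V-ATPase set (5.63 to 5.67 in the others), 4.51 over the MHC and antigen presentation set (2.81 to 3.43), 4.04 over the interferon and viral response set (2.32 to 2.63) and 2.92 over the cytokine and chemokine set (2.06 to 2.28). The mitochondrial ribosomal and transfer RNA entry took 1.62% of its counts, compared to 0.761 to 0.933% in the others. These measures are not independent of one another, since they come from a single library. Its SGA littermate, a separate library, was high in the MHC and interferon sets as well. The SGA minus AGA difference in this litter was 0.118 and -0.391, around litter means of 4.57 and 3.84, the highest of all litters. These values argue against a fault of this library alone for these sets, and leave it open for the other measures. No cause for this library was tested.

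In SGA CON replicate 6, the values of PRG4 (0.822 CPM, with 0 in the other 5), TNMD (2.47 CPM, 0 to 0.303), SAMD4B (226 CPM, 141 to 167) and CAMK2A (2900 CPM, 3690 to 3820) stood apart. In SGA HF replicate 2, PRG4 (2.78 CPM, 0.129 to 0.594), TRMO (8.19 CPM, 4.92 to 6.14) and the means over the interferon and viral response set (3.26, 2.40 to 2.63) and the cytokine and chemokine set (2.68, 2.11 to 2.26) did so. COTL1 was apart in SGA HF replicate 5 (77.8 CPM, 54.1 to 60.2). The sodium/potassium ATPase set was apart in AGA CON replicate 1 (7.63, 7.38 to 7.46) and SGA HF replicate 6 (7.26, 7.43 to 7.52), and the microglia set in SGA CON replicate 1 (3.09, 3.59 to 3.87). No explanation was tested for these single values.

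The MHC and antigen presentation set was apart in AGA HF replicate 2 as well (3.82, 2.79 to 3.07). Because the highest litter mean of this set was that of CON replicate 2 (4.57), its weight in the comparison of diets was tested. The difference between 6 HF and 6 CON litter means was -0.43 on the log2 scale. Without the CON replicate 2 litter it was -0.22 (exact permutation test, two-sided, p = 0.344), so that litter carried much of the difference but not all of it. When the diets were exchanged between litters of the same replicate number, 4 of 32 splits gave a camera p as small as the real one, and 2 of 68 other reassignments of litters did so. The difference of the MHC set between diets can therefore not be told apart from litter differences, and whether the HF diet lowers MHC expression remains a hypothesis.

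GH1 was apart in 3 groups, at 306 CPM in SGA HF replicate 4 (0.107 to 1.91 in the others), 5.05 CPM in AGA CON replicate 1 (0 to 1.08) and 0.758 CPM in SGA CON replicate 4 (0 in the others). Without SGA HF replicate 4, the FDR p of GH1 between SGA HF and SGA CON piglets was 0.552 in edgeR's quasi-likelihood test, so the call rests on that library. GH1 is a gene of the anterior pituitary, and PRL (62 counts, at most 9 in any other library) and POMC (410 counts, at most 309) were seen to be highest in that library as well. A candidate explanation is pituitary RNA in this library. Of 6 further pituitary genes listed before they were looked at, 2 had their highest count there (CGA with 60 against at most 8, and LHB with 127 against at most 76), while the others did not. The pattern cannot be told apart from pituitary RNA, which would be technical, and no biological explanation was tested.

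The interaction of size and diet passed an FDR p under 0.4 in edgeR's quasi-likelihood test for PLIN4 (log2 fold change 1.56), CLDN6 (1.59), HSPA8 (-0.55) and HPS1 (0.66, FDR-adjusted p = 0.395, chosen after its values were seen). When size was exchanged within litters, 7 of 100 splits gave at least as many DEGs for the interaction as the 8 found, so the number is within what such exchanges give. The microglia set had a median interaction log2 fold change of -0.16 (18 of 25 genes lower, camera, FDR-adjusted p = 0.0493), and 42 of 100 splits gave a camera p as small. Between littermates the change of this set was 0.051, of the opposite sign. With 1 litter left out at a time, it lay between -0.08 and 0.21, and the value closest to 0 was -0.0093. Its direction thus differed between the model and the littermate differences, which leave out surrogate variables and use set means in place of medians. Which of these changes matters was not tested. Between littermates the direction depended on single litters, and the pattern cannot be told apart from chance. No biological explanation was tested for it.

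Myelin genes were not part of the paper's results for size. The set of 25 genes had a median log2 fold change of -0.15 in SGA compared to AGA piglets, with 23 lower (camera, FDR-adjusted p = 1.46e-06). Between littermates the mean over the set was higher in the SGA piglet of 2 of the 12 pairs and differed by -0.28 ± 0.22 on the log2 scale (exact sign-flip test, two-sided, p = 0.00342, 0.0445 after adjustment over 13 sets). It was -0.24 in cohort 1 and -0.32 in cohort 2. Of 10000 random sets matched on gene length and expression, 0 had a median as far from 0, so gene length and expression level do not account for it. With every library thinned to 6017336 counts the median was -0.15, but since counts are scaled by library size in either case, an unmoved median does not rule library depth out. In the 4 litters whose SGA library was the shallower of the pair, the mean over the set differed by -0.42 and was lower in the SGA piglet of all 4, and in the 8 litters where it was the deeper, by -0.22 and in 6 of 8. The direction did not follow which library was deeper, so depth does not account for it. Of 100 splits with size exchanged within litters, however, 16 gave a camera p as small. A different mix of tissue in the dissected piece is a candidate explanation. Neuron marker genes were higher in the SGA piglet of 8 of 12 pairs, by 0.15 (exact sign-flip test, two-sided, p = 0.0215, 0.0967 after adjustment over 9 marker groups), which is the opposite direction and what a smaller share of white matter would give. Oligodendrocyte markers were higher in the SGA piglet of 3 of 12 pairs (-0.32, p = 0.00391 in the same exact test, 0.0352 after adjustment). Lower myelin expression in SGA piglets is thus a hypothesis that cannot be told apart from the dissection.

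Ribosomal protein genes were not part of the paper's results for diet. The 78 genes of the cytosolic ribosome had a median log2 fold change of 0.086 in HF compared to CON piglets, with 73 higher (camera, FDR-adjusted p = 1.89e-15), and the 67 mitochondrial ribosomal protein genes 0.044, with 49 higher (camera, FDR-adjusted p = 0.007). For the cytosolic set, 0 of 10000 random sets matched on gene length and expression had a median as far from 0. Their medians centred on 0.023, in the same direction, so a part played by length or expression is left open. With libraries thinned to the lowest depth the median of the cytosolic set was 0.082, which for the reason given above does not rule depth out. In AGA piglets, whose HF libraries were on average the shallower, the median was 0.066, and in SGA piglets, whose HF libraries were the deeper, it was 0.10, so the direction did not follow depth. When the diets were exchanged between litters of the same replicate number, 2 of 32 splits for the cytosolic and 3 of 32 for the mitochondrial set gave a camera p as small. In the 68 other reassignments of litters, 11 did so for the cytosolic and 3 for the mitochondrial set. Between litter means, the cytosolic set differed by 0.050 (exact permutation test, two-sided, p = 0.461) and the mitochondrial set by 0.022 (p = 0.53 in the same exact test). The difference in the opposite direction to that of size is consistent with an effect of diet, but it cannot be told apart from differences between litters.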

How the results depend on the processing

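The splits of the samples reported here were defined before the results they test. The settings called added were chosen after seeing the data, in a search for settings near the paper's numbers of DEGs, and the others were fixed before the data were examined. Counts of DEGs are given in a fixed order, namely size, diet, interaction, SGA CON against AGA CON, SGA HF against AGA HF, AGA HF against AGA CON, and SGA HF against SGA CON. In that order the numbers reported in the text are 78, 26, 8, 21, 47, 11 and 15. No count of DEGs was stable. Of the values under settings fixed beforehand, 23 lay within 1.5 times the reported count and 103 did not, and of those under added settings, 20 did and 92 did not. The cause was not tested for any of these changes.

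With limma voom in place of edgeR's quasi-likelihood test, the counts were 53, 10, 1, 10, 24, 3 and 5, and all 53 DEGs for size were among the 78. DESeq2's Wald test gave 210, 88, 17, 57, 135, 58 and 31, and 76 of its DEGs for size were among the 78. RLE normalization in place of TMM gave 108, 36, 15, 29, 70, 18 and 20. Without a filter beyond 1 count in some library, the counts were 124, 45, 8, 27, 70, 12 and 20. Among genes with at least 10 counts in every library, they were 220, 120, 28, 82, 129, 70 and 49, with 69 of the 78 among the DEGs for size. The share of up-regulated genes for size moved as well, with 116 up-regulated and 104 down-regulated. With sex and no surrogate variables, the counts were 13, 0, 0, 1, 4, 0 and 2, where the contrasts with 0 DEGs (diet, the interaction and AGA HF against AGA CON) had 866, 486 and 716 genes with an unadjusted p under 0.05. Taking 3 surrogate variables in place of 5 gave 300, 88, 27, 102, 117, 59 and 39, with 60 of the 78 among the DEGs for size. Cohort as a term in place of surrogate variables gave 106, 16, 6, 43, 23, 5 and 13. For size, 31 of the 78 were among them, and the balance changed to 32 up-regulated and 74 down-regulated genes.

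Cohort 1 alone, with sex and no surrogate variables, gave 0, 1, 0, 0, 0, 0 and 1, and the contrasts with 0 DEGs (size, the interaction, SGA CON against AGA CON, SGA HF against AGA HF, and AGA HF against AGA CON) had 966, 504, 655, 778 and 966 genes with an unadjusted p under 0.05. Cohort 2 alone gave 0, 1, 0, 0, 0, 0 and 1, and the contrasts with 0 DEGs (size, the interaction, SGA CON against AGA CON, SGA HF against AGA HF, and AGA HF against AGA CON) had 1370, 600, 964, 973 and 677 genes with an unadjusted p under 0.05. With the litter as a replicate block, the counts for size, the interaction, SGA CON against AGA CON, and SGA HF against AGA HF were 420, 45, 205 and 145. For size, 172 were up-regulated and 248 down-regulated, so that the balance between directions was the opposite of the reported one. The contrasts of diet cannot be fitted with litters as fixed effects, since each litter had a single diet. With litter as a random block in limma voom, whose estimated correlation was 0.045, the counts were 56, 9, 1, 11, 27, 3 and 5. With the replicate number as a block, the counts for diet, AGA HF against AGA CON, and SGA HF against SGA CON were 22, 14 and 20. Piglets with the same number on different diets are different animals, and their deviations from the group means correlated at 0.064 over 12 pairs.

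With the FDR computed for each contrast on its own, the counts were 1200, 6, 0, 15, 235, 0 and 8, and the interaction and AGA HF against AGA CON, which have 0 DEGs, have 654 and 994 genes with an unadjusted p under 0.05. The adjustment over all contrasts together thus gives fewer DEGs for size and more for diet and the interaction than separate adjustment does. At an FDR p under 0.05, 0.1 and 0.2 the counts were 0, 0, 0, 1, 0, 0 and 1; 1, 0, 0, 1, 0, 0 and 1; and 2, 1, 0, 3, 0, 0 and 1. At an unadjusted p under 0.05 they were 1723, 1158, 654, 1076, 1310, 994 and 843, and at an unadjusted p under 0.001 they were 102, 34, 14, 32, 61, 17 and 19.

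Of the added settings, 3 changed a single choice. A filter of 0.6 CPM in at least 3 libraries gave 129, 43, 12, 42, 79, 18 and 22. Surrogate variables estimated from voom values gave 136, 44, 14, 38, 77, 28 and 23. A null model with an intercept only in sva gave 210, 65, 24, 66, 126, 40 and 39. The other 13 combined limma voom and the filter of 0.6 CPM with different inputs to sva, and the size counts among them lay between 62 and 331. For surrogate variables from voom values and a null model with sex, the counts were 229, 71, 16, 67, 120, 38 and 30, and 255, 78, 17, 66, 136, 38 and 34 with robust estimation. Counts were 331, 101, 24, 90, 159, 57 and 49 with an intercept only in the null model for the same input, and 331, 93, 26, 90, 157, 53 and 50 with robust estimation. For surrogate variables from log2 CPM with a prior count of 3 and a null model with sex, the counts were 62, 13, 1, 12, 30, 4 and 6, and 77, 19, 1, 18, 40, 7 and 10 with robust estimation. Counts were 180, 51, 16, 46, 93, 21 and 26 with an intercept only in the null model for the same input, and 203, 57, 16, 55, 117, 23 and 39 with robust estimation. For surrogate variables from log2 CPM with a prior count of 0.25 and a null model with sex, the counts were 143, 29, 7, 25, 71, 14 and 12, and 171, 41, 7, 37, 88, 19 and 15 with robust estimation. Counts were 168, 38, 12, 37, 91, 18 and 18 with an intercept only in the null model for the same input, and 205, 54, 12, 49, 121, 25 and 21 with robust estimation. With library sizes and TMM factors from before the filter, they were 171, 48, 16, 49, 107, 24 and 23.

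Of the gene set values under settings fixed beforehand, 87 kept the direction of the test and its side of an FDR p of 0.05, 19 lost the threshold, 14 gained it and 10 reversed. Values are median log2 fold changes, each with the FDR p of the test, and the direction is that of the test over all members, which can differ from the sign of a median near 0. In camera, the reported FDR p values ranged over the sets from 7.23e-23 to 0.756. With the correlation between genes estimated from the data in camera, the threshold was lost by signalling and synapse for size (0.024, 0.0651), cytosolic ribosomal protein for size (-0.11, 0.403), mitochondrial ribosomal protein for size (-0.055, 0.403), MHC for diet (-0.19, 0.0776) and interferon for diet (-0.15, 0.723). In a rotation test of each set (fry), the threshold was lost by cytosolic ribosomal protein for size (-0.11, 0.0938), mitochondrial ribosomal protein for size (-0.055, 0.0938), MHC for diet (-0.19, 0.0938) and interferon for diet (-0.15, 0.71). Among genes with at least 10 counts in every library, the threshold was lost by signalling and synapse for size (0.021, 0.114), mitochondrial ribosomal protein for size (-0.027, 0.064) and interferon for diet (-0.024, 0.79). There, the direction was reversed in cytokine for diet (0.0093, 0.921). With RLE normalization, the threshold was lost by signalling and synapse for size (0.026, 0.0514) and interferon for diet (-0.15, 0.0514). Without members that look like pseudogenes or share a symbol, the threshold was lost by signalling and synapse for size (0.024, 0.0555) and interferon for diet (-0.094, 0.11). Fitted with sex and no surrogate variables, the threshold was gained by cell division for size (-0.049, 0.033), phagosome for diet (-0.11, 0.0196) and microglia for diet (-0.12, 0.00671). There, the direction was reversed in myelin for diet (0.082, 0.0573). Fitted with sex and cohort, the threshold was gained by cell division for size (-0.049, 0.0365), phagosome for diet (-0.11, 0.0132) and microglia for diet (-0.15, 0.00299). There, the direction was reversed in myelin for diet (0.065, 0.044). With the litter as a replicate block, the threshold was gained by cell division for size (-0.055, 0.0453). With the replicate number as a block, the threshold was gained by phagosome for diet (-0.11, 0.0132) and microglia for diet (-0.17, 0.00171). There, the direction was reversed in myelin for diet (0.064, 0.0352). Among the 12 piglets of cohort 1, the threshold was gained by phagosome for diet (-0.21, 7.47e-05), cytokine for diet (-0.11, 0.000121), myelin for diet (-0.076, 0.0289) and microglia for diet (-0.37, 3.53e-07). There, the direction was reversed in sodium/potassium ATPase for size (0.048, 0.86). Among the 12 piglets of cohort 2, the threshold was lost by mitochondrial ribosomal protein for size (-0.012, 0.812), MHC for diet (-0.12, 0.23) and interferon for diet (-0.044, 0.301). There, the threshold was gained by sodium/potassium ATPase for size (0.21, 0.0207). There, the direction was reversed in V-ATPase for size (-0.022, 0.885), phagosome for diet (0.044, 0.406), cytokine for diet (0.11, 0.345), myelin for diet (0.20, 1.48e-09) and microglia for diet (0.049, 0.348).

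The set of cytosolic ribosomal proteins in the size contrast kept its direction under all of these settings, with medians from -0.19 to -0.093. Where the correlation between genes was estimated or the set was rotated, it was no longer past the threshold. The protein tyrosine phosphatase set was past it under none.

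For the genes named in the text, under settings fixed beforehand 264 values kept their direction and their side of the threshold, 181 kept the direction and lost the threshold, and 2 reversed. The reversed ones were PEA15 for diet (0.004) and HSPA8 for the interaction (0.133), both as log2 fold changes among the 12 piglets of cohort 2. Under added settings, 544 values kept both and 64 lost the threshold. The share of variance accounted for by size, 4.52%, was 6.12% among genes with at least 10 counts in every library (exact permutation test, p = 0.0107), and between 4.33% and 4.99% under 3 other settings (exact permutation test, p = 0.08 to 0.104). That accounted for by diet lay between 4.06% and 4.49% (exact permutation test, p = 0.52 to 0.874). The mean difference of the genes called on the CON diet kept its direction in HF litters under its 4 alternatives, and none passed a p of 0.05.

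Depth limits the genes near the filter. At 6017336 to 9284355 counts on listed genes per library, 1 CPM is about 6 to 9 reads, and the large log2 fold changes of PRG4, TNMD and GH1 rest on few reads in most piglets. With the counts of every library thinned to 6017336, the cytosolic ribosomal set in the size contrast had a median of -0.11. The counts are scaled by library size in either case, so this leaves open whether depth bears on that result.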

Differences from the paper's values

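No test was chosen for this part after its result was seen, but the settings named as added were chosen after seeing the values, by comparing DEG counts with those of the paper. The filter of the paper removed 20940 genes and kept 17942, where 22556 were removed and 16326 kept here with the stated limit of 1 CPM in at least 3 samples. A limit of 0.6 CPM in at least 3 samples, 1 of 15 settings of the filter that were tried after seeing the values, keeps 17942 and removes 20940. The paper's counts of DEGs were all more than 1.5 times those found here. The alternatives fixed before the data were examined that come within 1.5 times of a count of the paper are named for each contrast, with their counts, and the other alternatives fixed before the data were examined do not.

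The paper reports 319 DEGs in all, 206 up-regulated and 113 down-regulated in response to SGA, where 78 DEGs in all, 51 up-regulated and 27 down-regulated were found here. For 319 DEGs in all in the paper, the value was within 1.5 times under 3 surrogate variables (300), at least 10 counts in every library (220) and the litter as a block (420). For 206 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (183), DESeq2's Wald test (145) and the litter as a block (172). For 113 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (117) and at least 10 counts in every library (104).

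The paper reports 105 DEGs in all, 59 up-regulated and 46 down-regulated in response to the HF diet, where 26 DEGs in all, 19 up-regulated and 7 down-regulated were found here. For 105 DEGs in all in the paper, the value was within 1.5 times under 3 surrogate variables (88), at least 10 counts in every library (120) and DESeq2's Wald test (88). For 59 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (45), at least 10 counts in every library (50) and DESeq2's Wald test (48). For 46 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (43) and DESeq2's Wald test (40).

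The paper reports 24 DEGs in all, 17 up-regulated and 7 down-regulated in the interaction of size and diet, where 8 DEGs in all, 6 up-regulated and 2 down-regulated were found here. For 24 DEGs in all in the paper, the value was within 1.5 times under 3 surrogate variables (27), at least 10 counts in every library (28) and DESeq2's Wald test (17). For 17 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (21), at least 10 counts in every library (13) and RLE normalization (12). For 7 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (6) and DESeq2's Wald test (8).

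The paper reports 42 up-regulated and 51 down-regulated in SGA CON compared to AGA CON piglets, where 9 up-regulated and 12 down-regulated were found here. For 42 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (49), at least 10 counts in every library (34) and the litter as a block (62). For 51 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (53) and at least 10 counts in every library (48).

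The paper reports 130 up-regulated and 29 down-regulated in SGA HF compared to AGA HF piglets, where 41 up-regulated and 6 down-regulated were found here. For 130 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (91), DESeq2's Wald test (115) and the FDR for each contrast on its own (176). For 29 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (26) and DESeq2's Wald test (20).

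The paper reports 22 up-regulated and 40 down-regulated in AGA HF compared to AGA CON piglets, where 1 up-regulated and 10 down-regulated were found here. For 22 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (19), at least 10 counts in every library (23) and DESeq2's Wald test (17). For 40 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (40), at least 10 counts in every library (47) and DESeq2's Wald test (41).

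The paper reports 33 up-regulated and 15 down-regulated in SGA HF compared to SGA CON piglets, where 12 up-regulated and 3 down-regulated were found here. For 33 up-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (27), at least 10 counts in every library (26) and DESeq2's Wald test (24). For 15 down-regulated in the paper, the value was within 1.5 times under 3 surrogate variables (12).

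Over the 17 counts of DEGs in the paper, those within 1.5 times of the paper's number were 17 with 3 surrogate variables, 11 with at least 10 counts in every library, 11 with DESeq2's Wald test, 3 of the 10 that could be fitted with the litter as a block, 1 with RLE normalization and 1 with the FDR for each contrast on its own. They were 0 with limma voom and the same model, which is the test named in the paper's methods. Among the settings added after seeing the values, all 17 were within 1.5 times under 2 limma voom configurations that combine the filter of 0.6 CPM, surrogate variables from voom values and a null model with an intercept only, without and with robust estimation. Without it, the numbers of up-regulated and down-regulated genes were 203 and 128 for size, 55 and 46 for diet and 17 and 7 for the interaction, the last equal to the paper's. In the 4 pairwise comparisons they were 36 and 54, 127 and 32, 23 and 34, and 35 and 14, in the order used above. Of its 331 DEGs for size, 76 are among the 78 reported here. Of the other added settings, a null model with sex and the same input came within 1.5 times for 14 of the 17 with robust estimation and for 12 without it. A null model with an intercept only in edgeR did so for 11. Configurations with surrogate variables from log2 CPM with a prior count of 3 and an intercept only did so for 5 with robust estimation and 2 without it. The one with library sizes from before the filter did so for 3, that with a prior count of 0.25, an intercept only and robust estimation for 1, and the remaining added settings for 0. These settings were found by a search over 13 configurations against the paper's counts, so their closeness is not evidence of how the paper's counts were made.

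The paper lists protein tyrosine phosphatase activity and proton transport among the functions of genes up-regulated in SGA piglets. These are enrichments among DEGs, and the paper's p for the phosphatase term was above 0.05. Among the up-regulated DEGs here were 1 of 59 phosphatase genes (Fisher's exact test, p = 0.186) and 0 of 18 V-ATPase genes. The direction of all members is a different measure. By that measure, 29 of 59 protein tyrosine phosphatase genes and 5 of 18 V-ATPase genes were higher, and PTPN1 had a log2 fold change of -0.12. No setting placed either set past an FDR p of 0.05. It also lists sodium ion homeostasis, and the sodium/potassium ATPase set had an FDR p of 0.301 in camera, and of 0.0207 among the 12 piglets of cohort 2 alone. Of its 10 members, 1 was an up-regulated DEG (Fisher's exact test, p = 0.0343) and 1 a down-regulated DEG (p = 0.0169 in the same test). Adjusted over the list alone, 6 members in either direction had an FDR p under 0.05. Cell division is among the functions the paper lists for down-regulated genes. Of the 132 members of the set here, 1 was a down-regulated DEG (Fisher's exact test, p = 0.202). The set had a median log2 fold change of 0.0002 and an FDR p of 0.756 in camera. The settings that placed it past 0.05, all lower in SGA piglets, were sex without surrogate variables (FDR-adjusted p = 0.033), sex and cohort (0.0365) and the litter as a block (0.0453).

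For the HF diet the paper lists immune response among the functions of down-regulated genes and names the phagosome pathway. None of the 4 down-regulated DEGs with a symbol was in an immune set here. As sets, the MHC and antigen presentation genes were lower on the HF diet (median -0.19, FDR-adjusted p = 1.64e-06 in camera), and so were the interferon and viral response genes (median -0.15, FDR-adjusted p = 0.047), which is the direction the paper gives for immune response. Both sets were no longer past 0.05 with the estimated correlation, in the rotation test and in cohort 2 alone. The interferon set also lost it with RLE normalization, with at least 10 counts in every library, and without pseudogene-like members. Its litter mean in CON replicate 2 (3.84) lay above the other CON litters (2.41 to 2.73). The mean of those other litters lay below that of the HF litters, so the direction between litter means rests on CON replicate 2. The phagosome set had an FDR p of 0.226 in camera. It was past 0.05, lower on the HF diet, with sex and no surrogate variables (FDR-adjusted p = 0.0196), with sex and cohort (0.0132), with the replicate number as a block (0.0132) and in cohort 1 alone (7.47e-05). The cytokine and chemokine set was past it in cohort 1 alone (FDR-adjusted p = 0.000121).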

Other observations

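The limma voom setting, the LOC100623670 gene and the surrogate variable relations below were picked out after the data were seen, and so was the test of library depth by which library was deeper. The tests run on splits and the other tests on the ribosomal protein genes were chosen before their results were seen.

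The number of DEGs was compared with what other splits of the same piglets give. For size, the SGA and AGA labels were exchanged within litters, and 100 such splits were fitted, the real one included. At least 78 DEGs for size were found in 2 of the 100 splits, with a median of 1 and a maximum of 80. For SGA CON against AGA CON and for SGA HF against AGA HF, 4 of 100 splits each gave at least the 21 and 47 DEGs found, with maxima of 143 and 233. The real splits thus give more DEGs than most exchanges do, and a difference in expression between SGA and AGA littermates remains a hypothesis. With the litter as a block, 3 of 100 splits gave at least 420 DEGs for size, and the largest number was 988. In the added limma voom setting nearest the paper's counts, 2 of 100 splits gave at least 331, and the largest number was 347.

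For diet, whole litters were exchanged between the diets within each replicate number, which makes 32 splits, and 68 other reassignments of litters were fitted for comparison. At least 26 DEGs were found in 5 of the 32 splits, with a median of 4 and a maximum of 128, and in 19 of the 68 others. For AGA HF against AGA CON, 6 of 32 splits and 25 of the 68 others gave at least the 11 DEGs found. For SGA HF against SGA CON, 5 of 32 splits and 23 of the 68 others gave at least the 15 found. In the added limma voom setting, 4 of 32 splits and 10 of the 68 others gave at least 101 DEGs for diet. In simulated counts where only size was changed, 12, 19 and 55 genes were called for diet beside 91, 165 and 238 for size. The 26 found here, beside 78 for size, lie within that range. They exceed the 12 of the simulation nearest in its number for size. The numbers of DEGs for diet cannot be told apart from differences between litters. Exchanges within a replicate number keep both cohorts balanced between the diets, so none of the 32 splits follows a cohort.

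The camera p values of the gene sets were compared with the same splits. For size, a p as small as the real one was found in 2 of 100 splits for the signalling and synapse set, and in 4 each for the cytosolic and the mitochondrial ribosomal proteins. It was found in 13 for the sodium/potassium ATPase set, in 36 for the V-ATPase set, in 62 for the protein tyrosine phosphatases and in 68 for cell division. For the cytosolic ribosomal proteins the median camera p over the 100 splits was 0.00202, so a small camera p for this set is common under exchanged labels. For diet, a p as small was found in 14 of 32 splits for the interferon and viral response set, in 10 for the phagosome set, in 19 for the cytokine and chemokine set, in 27 for the myelin set and in 7 for the microglia set. In the 68 other reassignments these numbers were 23, 19, 25, 59 and 14. For diet, these 5 sets cannot be told apart from differences between litters.

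Lower expression of the 78 cytosolic ribosomal protein genes in SGA piglets was tested for technical explanations. Of 10000 random sets matched on gene length and expression, 0 had a median log2 fold change as far from 0. The matched medians lay between -0.064 and 0.017 around a median of -0.029, so a part in the same direction is left open. Matched sets are drawn from other genes, so they do not test how far correlated genes move between groups. Gene length and expression level do not account for the rest of the median of this set. With every library thinned to 6017336 counts the median was -0.11, which does not rule library depth out, since counts are scaled by library size in either case. In the 4 litters whose SGA library was the shallower of the pair, the mean over the set differed by -0.071 and was lower in the SGA piglet of 3, and in the 8 where it was the deeper, by -0.18 and in 7. The direction was the same in both, but the difference was smaller in the first, so a part played by depth is left open. Reads shared with near-identical copies and the mix of cells in the tissue were not tested for this set, and the pattern cannot be told apart from them or from depth.

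The 5 surrogate variables were compared with the mean expression of 9 groups of marker genes, in 45 relations over 24 piglets. The first surrogate variable followed the astrocyte markers (Pearson's r = 0.852, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 0.00045). Spearman's rho was 0.857 (permutation p = 1e-05, again the smallest). The r was 0.829 in cohort 1, 0.782 in cohort 2 and 0.762 without the 2 piglets farthest from the median. The fourth followed the thalamus and habenula markers (r = 0.797, permutation p = 4e-05, adjusted p = 9e-04, and rho = 0.715, permutation p = 0.00017), with an r of 0.696 and 0.886 in the cohorts and 0.698 without the 2 farthest piglets. The third followed the oligodendrocyte markers (r = 0.659, permutation p = 0.00048, adjusted p = 0.00675, and rho = 0.71, permutation p = 0.00017), with an r of 0.399 and 0.466 in the cohorts and 0.657 without the 2 farthest piglets. The first also followed the endothelial markers (r = 0.652, permutation p = 6e-04, adjusted p = 0.00675, and rho = 0.641, permutation p = 0.00094), with an r of 0.675 and 0.342 in the cohorts and 0.484 without the 2 farthest piglets. The second ran opposite to the neuron markers (r = -0.64, permutation p = 0.00081, adjusted p = 0.00729, and rho = -0.587, permutation p = 0.003), with an r of -0.75 and -0.504 in the cohorts and -0.534 without the 2 farthest piglets. The remaining relations had an adjusted p of at least 0.0765, but some were strong within the cohorts. For the third surrogate variable, the r in the cohorts was 0.921 and 0.773 with the astrocyte markers. It was 0.77 and 0.752 with the endothelial markers, and -0.636 and -0.858 with the neuron markers. Each was stronger than with the oligodendrocyte markers, so these alone do not describe that variable within a cohort. The marker genes are among the genes from which the surrogate variables were estimated, so these relations describe what the surrogate variables hold. No explanation was tested.

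LOC100623670 had the smallest FDR p between SGA and AGA piglets on the CON diet (0.0181 in edgeR's quasi-likelihood test), with a log2 fold change of -3.71. It had counts of 216 and 147 in the SGA and AGA littermates of HF replicate 2, and of 183 and 40 in those of CON replicate 2. Beyond these 4 piglets it had 41 in AGA CON replicate 1, 18 in SGA CON replicate 3, 1 in AGA CON replicate 5 and 0 in the other 17. LOC100623458, listed on the same chromosome, had an FDR p of 0.146 and a log2 fold change of -2.54. Its counts were 299 and 202 in HF replicate 2 and 282 and 70 in CON replicate 2. For both genes the highest count of the CON piglets was that of an SGA piglet, so the direction of the model estimate is not that of the counts. No explanation was tested.

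Without SGA HF replicate 4, the library with 2574 counts of GH1, the numbers of DEGs were 50 for size, 17 for diet, 4 for the interaction, 19 for SGA CON against AGA CON, 19 for SGA HF against AGA HF, 8 for AGA HF against AGA CON and 12 for SGA HF against SGA CON. With it they were 78, 26, 8, 21, 47, 11 and 15. Surrogate variables were estimated anew over 23 libraries. No other library was left out in this way, so the change is not shown to be larger than that from any other library.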
